# Transcriptional re-programming of liver-resident iNKT cells into T-regulatory type-1-like liver iNKT cells involves extensive gene de-methylation

**DOI:** 10.3389/fimmu.2024.1454314

**Published:** 2024-09-09

**Authors:** Javier Montaño, Josep Garnica, Jun Yamanouchi, Joel Moro, Patricia Solé, Debajyoti Mondal, Pau Serra, Yang Yang, Pere Santamaria

**Keywords:** iNKT cell, αGalCer/CD1d-coated nanoparticles, liver iNKT cell, iNKT cell re-programming, gene de-methylation, liver iNKT-regulatory type-1 (LiNKTR1) cells, epigenetics

## Abstract

Unlike conventional CD4+ T cells, which are phenotypically and functionally plastic, invariant NKT (iNKT) cells generally exist in a terminally differentiated state. Naïve CD4+ T cells can acquire alternative epigenetic states in response to different cues, but it remains unclear whether peripheral iNKT cells are epigenetically stable or malleable. Repetitive encounters of liver-resident iNKT cells (LiNKTs) with alpha-galactosylceramide (αGalCer)/CD1d-coated nanoparticles (NPs) can trigger their differentiation into a LiNKT cell subset expressing a T regulatory type 1 (TR1)-like (LiNKTR1) transcriptional signature. Here we dissect the epigenetic underpinnings of the LiNKT-LiNKTR1 conversion as compared to those underlying the peptide-major histocompatibility complex (pMHC)-NP-induced T-follicular helper (TFH)-to-TR1 transdifferentiation process. We show that gene upregulation during the LINKT-to-LiNKTR1 cell conversion is associated with demethylation of gene bodies, inter-genic regions, promoters and distal gene regulatory elements, in the absence of major changes in chromatin exposure or deposition of expression-promoting histone marks. In contrast, the naïve CD4+ T cell-to-TFH differentiation process involves extensive remodeling of the chromatin and the acquisition of a broad repertoire of epigenetic modifications that are then largely inherited by TFH cell-derived TR1 cell progeny. These observations indicate that LiNKT cells are epigenetically malleable and particularly susceptible to gene de-methylation.

## Introduction

iNKT cells develop in the thymus and exist as five major subsets with distinct cytokine and transcription factor expression profiles (1). Upon thymic differentiation, iNKT cell subsets migrate to peripheral tissues with distinct frequencies, where they persist as terminally differentiated cells (1–9). However, the mechanisms responsible for the transcriptional, phenotypic and functional stability of peripheral iNKT cell subsets remain unclear.

Differentiation of thymic iNKTs into distinct iNKT cell subsets is known to involve changes in chromatin accessibility. For example, during the double positive (DP) to stage 0 transition, loci such as *Zbtb16*, *Tbx21* or *Ifng* become differentially accessible and upregulated (10). Likewise, the enhancers of genes that are differentially expressed and regulated by iNKT cell subset-specific transcription factors are enriched for acetylated H3K27, an expression-promoting histone mark (11). As a result, peripheral iNKT1, iNKT2 and iNKT17 cell subsets display significant differences in the genome wide distribution of open chromatin regions, particularly at loci that are differentially expressed among these three subsets (11–14). These differences are maintained across tissues, including thymus, liver, lung and spleen, consistent with the thymic origin of peripheral iNKT subsets. Notwithstanding the general similarities in the distribution of accessible chromatin sites of specific iNKT cell subsets residing in different tissues, iNKT cells residing in certain foreign antigen-rich organs, such as the lung and the small intestine, display unique open chromatin signatures that are probably acquired shortly after organ colonization by thymic-derived iNKT cells (15).

Interestingly, the open chromatin landscape of the splenic alpha-galactosylceramide(αGalCer)-reactive iNKT cell pool undergoes significant changes upon αGalCer challenge, leading to the formation of a follicular T helper cell-like iNKT cell subset (iNKT_FH_) that displays increased *Il21* and *Pdcd1* locus accessibility and gene expression, and decreased accessibility of loci regulated by the iNKT2- and iNKT17-associated GATA3 and RORγt transcription factors, respectively (15). αGalCer exposure also changed the distribution of open chromatin sites in splenic non-iNKT_TFH_ cells towards an iNKT_eff_-like subset that upregulates Granzyme A and B (15). Collectively, these observations suggest that peripheral iNKT cells may be epigenetically malleable.

We have recently shown that intravenous delivery of NPs displaying αGalCer/CD1d complexes can trigger the differentiation of liver-resident iNKT (LiNKT) cells into a novel LiNKT subset that acquires T-regulatory type 1 (TR1)-like transcriptional, phenotypic and functional properties, including an ability to orchestrate the formation of a local immunoregulatory cell network that blunts various forms of liver autoimmunity (16). This outcome mirrored that obtained in mice treated with NPs coated with mono-specific autoimmune disease-relevant peptide-major histocompatibility complex class II (pMHCII) molecules, which promotes the transdifferentiation of T-follicular helper (TFH) cells into TR1 CD4+ T cells with a similar transcriptional signature and immunoregulatory properties (17–21). For example, both subsets (TR1 and LiNKTR1) co-express the immunoregulatory cytokines IL-10 and IL-21, the transcription factors c-MAF, T-BET, IRF4 and NFIL3 and the checkpoint inhibitors LAG-3, PD-1, CTLA-4 and TIGIT, among others (16, 22, 23).

The transcriptional, phenotypic and functional similarities between αGalCer/CD1d and pMHCII-NP-induced LiNKTR1 and TR1 cells, respectively, offered a unique opportunity to investigate whether the epigenome of LiNKTs is plastic or imprinted, as compared to the epigenomes of naive CD4+ T and TFH cells, respectively. Through a combination of bulk and single-cell transcriptional and epigenetic studies, we have confirmed that the naïve CD4+ T cell–to–TFH conversion preceeding TR1 cell generation is accompanied by major changes in chromatin structure, transcription-enhancing histone deposition maps, and de-methylation of gene bodies and gene regulatory sequences (24). Such epigenetic changes are reminiscent of those described during T-helper subset (i.e. Th1/Th2/Th17) or FoxP3+ Treg cell specification, which involve DNA de-methylation and deposition of expression-enhancing (and removal of repressive) histone marks on regulatory regions of differentially upregulated genes (25–34). In contrast, the TFH-TR1 cell transdifferentiation process is largely dissociated from these epigenetic modifications, indicating that the TR1 gene expression program is genetically imprinted at the TFH cell stage (24).

Here, we show that LiNKTR1 cell generation in response to αGalCer/CD1d-NP engagement is associated with treatment-induced hypo-methylation of bodies and regulatory elements of upregulated genes, albeit in the absence of significant changes in chromatin exposure or deposition of expression-promoting histone marks.

## Results

### The αGalCer/CD1d-NP-induced LiNKTR1 cell subset is polyclonal

We have previously shown that autoimmune disease-relevant pMHCII-NPs trigger the expansion of cognate (pMHCII tetramer+) TFH-like cells, followed by BLIMP-1-dependent re-programming of these expanded TFH cells into TR1 cell progeny (22). Indeed, TCR tracing experiments have shown that there is extensive TCRαβ clonotype sharing between the tetramer+ TFH and TR1 cell sub-clusters. These and other data provided direct evidence for a lineage relationship between the TFH and TR1 cells arising in response to pMHCII-NP treatment and confirmed that TR1 formation was preceded by cognate TFH cell expansion (22).

To ascertain whether αGalCer/CD1d-NPs operate via a similar mechanism (e.g., by triggering the proliferation of LiNKT cells followed by their differentiation into LiNKTR1 cells), we reconstructed the TCRαβ pairs expressed by individual liver-resident αGalCer/CD1d tetramer+ cells isolated from both αGalCer/CD1d-NP-treated and untreated NOD mice (**Supplementary Figure 1**). 

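SmartSeq2 is a plate-based method that reads full-length RNA from cells sorted singly into wells. It adds no molecular identifiers, and a count is therefore a read and not a molecule. The LiNKT cells, the liver-resident invariant natural killer T cells that bind αGalCer/CD1d tetramers, came from 3 untreated and 3 treated male NOD mice, a strain that develops autoimmune diabetes spontaneously. The αGalCer/CD1d-NPs are iron oxide particles that carry mouse CD1d loaded with the glycolipid αGalCer, and treated mice received 2 doses of 20 µg per week for 5 weeks. The authors deposited 1 table of gene counts per cell for each group, and the labels do not separate the mice of a group. Each group is therefore 1 sample here, and no comparison between the groups has a replicate check. The tables hold 284 untreated and 282 treated cells; the 273 and 251 cells to which Datasheet 2 gives a sub-cluster were used. Untreated cells held 172559865 counts (median of 635257 per cell, from 20512 to 1398716, on a median of 861 genes) and treated cells 149084200 (median of 599896, from 4056 to 1035608, on 850 genes). The 10 most abundant genes took 30.6% and 29.4% of the counts, respectively. Gene counts were summed over the cells of a group and scaled to a total of 1000000 (CPM), with 95% intervals from the exact Poisson distribution, and shares of cells have exact binomial intervals. These intervals cover counting error only, because cells from the same mice are not independent replicates and reads copied by PCR are not independent molecules. The rearranged TCR chains were recounted from Datasheets 1 and 2, which list what the paper reconstructed with TraCeR, and compared with the reads on the V segment genes in the deposited counts.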

We sequenced the RNA of a total of 528 cells (277 from untreated and 251 from treated mice) via single cell SmartSeq2. Of these 528 cells, 343 (181 from untreated and 162 from treated mice) expressed productive TCRα and TCRβ rearrangements (Datasheet 1).

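These 343 cells held 349 productive TCRα and 356 productive TCRβ chains. By sub-cluster, they were 151 (cluster 2), 1 (cluster 3) and 29 (cluster 4) of the untreated cells, and 27 (cluster 2), 99 (cluster 4) and 36 (cluster 5) of the treated cells. In the deposited counts, a cell was given the V segment with most reads if at least 5 reads lay on it. Of the cells with such a TCRβ segment and a reconstructed chain, 318 of 337 (94.4%) had the same segment in both. For TCRα the number was 70 of 136 (51.5%).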

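TRAV11 and TRAJ18 encode the invariant TCRα chain that defines iNKT cells. In the recount of the chains, a TRAV11-TRAJ18 rearrangement was found in 179 of 181 untreated and 159 of 162 treated cells, which is 338 cells in all (98.5%, 96.6 to 99.5). They encoded 6 different CDR3 sequences, and 315 of the 338 cells (93.2%) shared the same CDR3. In the gene counts, Trav11 was the leading segment in 81 of the 178 cells with a TCRα segment (45.5%, 38.0 to 53.1), and the next, Trav2, led in 6 (3.37%). Since the chains gave 98.5%, and only 51.5% of cells with both had the same TCRα segment, the share from gene counts does not measure usage. Asking for at least 1 read in place of 5 moved the share of Trav11 most, to 32.3%. Reads on Traj18, a short segment, were rarer: at least 5 of them were found in 22 untreated (8.06%, 5.12 to 11.9) and 26 treated cells (10.4%, 6.88 to 14.8).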

As expected, the vast majority of the productive TCRα sequences (333/343; 97.08%) used the prevalent TRAV11 and TRAJ18 elements and a significant fraction of these rearrangements encoded identical CDR3 sequences. In contrast, although most TCRβ rearrangements used the TRBV13-2 (n=196), TRBV13-1 (n=35) and TRBV1 (n=18) elements, their CDR3 regions were diverse. That is, most LiNKT cells from both untreated and treated NOD mice, including all the cells belonging to the αGalCer/CD1d-NP-induced LiNKTR1 cell sub-cluster 5, corresponded to unique clonotypes that lacked “twins” in other sub-clusters (n=325/343; 94.75%) (Datasheet 2). 

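The TRBV13-2 chains (201 in 198 cells; 57.7% of cells, 52.3 to 63.0) were followed by those with TRBV29 (65; 19.0%), TRBV13-1, TRBV13-3 (19) and TRBV1. The share of cells with TRBV13-2 was 58.0% (105 of 181) in untreated and 57.4% (93 of 162) in treated mice. In the gene counts, Trbv13-2 led in 224 of the 439 cells with a TCRβ segment (51.0%) and Trbv29 in 82 (18.7%). The TCRβ chains held 338 distinct CDR3 sequences, and the most common was seen in 5 chains.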

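By the clonotypes given in Datasheet 2 (gene segments and the nucleotides between them), 325 of 343 cells had a TCR seen in no other cell (94.8%, 91.8 to 96.9). By the V segments and CDR3 amino acids of all productive chains of a cell, which is another definition, it was 327 (95.3%, 92.5 to 97.3). None of the 36 cells of sub-cluster 5 with a TCR shared it (limit of 8.33%, the limit being 3 over the number of cells). A TCR is seen as shared only if another cell of its clone was sampled as well. With so few cells, this limit and the intervals on unique cells do not bound the share of cells in expanded clones. The 57 cells of sub-cluster 5 held a median of 664117 counts on 967 genes in the deposited table.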

Exceptions included two clonal groups of 5 cells each in the LiNKT cell sub-cluster 4 from αGalCer/CD1-NP-treated mice and 4 clonal groups of 2 cells each in: (i) cluster 4 from untreated mice; (ii) cluster 4 from treated mice; (iii) clusters 2 and 4 from untreated mice; and (iv) cluster 2 from untreated mice (**Figure 1A**) (Datasheet 2).

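The 18 cells with a shared TCR lay in 4 clonotypes of 2 cells and 2 clonotypes of 5 cells. In untreated mice they were 3 cells in cluster 2 (1.99%, 0.412 to 5.70) and 3 cells in cluster 4 (10.3%, 2.19 to 27.4). In treated mice all 12 lay in cluster 4 (12.1%, 6.42 to 20.2), and none of the 27 cells of cluster 2 was among them (limit of 11.1%). Cells of a clonotype are counted together and only if several were sampled, so that these intervals and this limit do not bound clonal expansion.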

**Figure 1:**
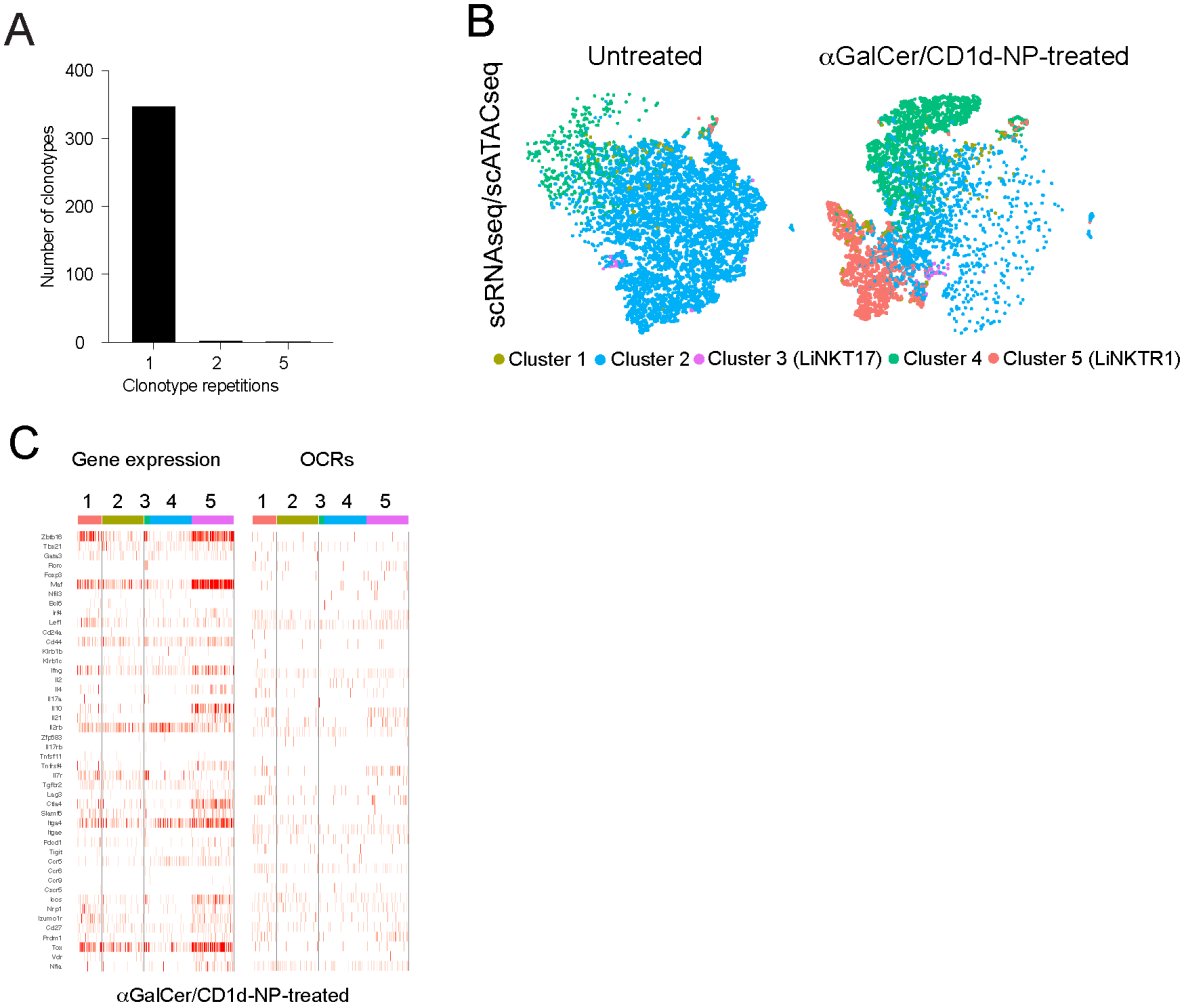
Treatment induced changes in open chromatin and gene expression at the single cell level. **(A)** Clonotypic diversity of the LiNKT cells from αGalCer/CD1d-NP-treated and untreated mice. Data correspond to TCRαβ sequences expressed by individual cells as determined via SMARTseq2. Most clones (325/343; 94.75%) cells expressed unique TCRαβ pairs. There were only two small clonal groups of 5 cells each (10/343 cells; 2.91%) and 4 clonal groups of 2 cells each (8/343 cells; 2.33%) that shared TCRαβ pairs. See main text for additional details. **(B)** tSNE plots for the scMultiomes of LiNKT cells from control (left) vs. αGalCer/CD1d-NP-treated mice (right). **(C)** Heatmaps comparing the normalized expression levels (scRNAseq, left) and intensity of open chromatin regions (OCRs) (scATACseq, right) data for a selection of 46 LiNKT relevant genes (listed in **Supplementary Table 1**). Data correspond to LiNKT cells sorted from mice treated with vehicle (n=5 8wk-old male NOD mice; ~300,000 cells) or αGalCer/CD1d-NPs (n=4 8wk-old male NOD mice).

Collectively, these results indicate that the αGalCer/CD1d-NP-induced re-programming of LiNKT into LiNKTR1 cells, unlike the case for pMHCII-NP-induced TFH-to-TR1 cell re-programming, is neither preceded nor accompanied by LiNKT or LiNKTR1 cell proliferation. That is, this process cannot be accounted for by treatment-induced expansion of a pre-existing sub-cluster of LiNKTR1 cells and likely involves a direct conversion of LiNKT cells into LiNKTR1 cells.

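Dividing cells carry the transcripts of S phase and mitosis genes, and these can be counted in the same cells. A set of 16 such genes (among them Mki67 and Top2a) was read in each cell. No untreated cell had reads on at least 4 of them (0 of 273, limit of 1.10%), as compared to 6 of the 251 treated cells (2.39%, 0.882 to 5.13). Taking all cells of the deposited tables, and not only those in Datasheet 2, it was 15 of 282 treated cells (5.32%) and 1 of 284 untreated cells; among those with at least 1000 genes and under 10% mitochondrial counts, the same 15 and 1 cells were 17.9% of 84 treated cells and 1.33% of 75 untreated cells. The sum of the 16 genes was 94.0 CPM (92.5 to 95.4) in untreated and 360 CPM (357 to 363) in treated cells, a log2 ratio of 1.93. Most of the untreated sum came from Mcm5 (70.1 CPM in untreated and 61.2 CPM in treated cells) and Tyms (23.9 and 13.0 CPM). The direction of these 2 genes depends on the cells used: with all cells of the tables both were higher in treated cells (92.6 and 108 CPM for Mcm5, 23.0 and 46.9 CPM for Tyms). Mki67 had no reads in untreated cells and 114 CPM in treated cells, where 14 cells carried it (5.58%), and Top2a was read in 12 treated cells. From its TCR results, the paper concludes that cells do not divide before or during the re-programming and that growth of LiNKTR1 cells already present cannot account for it, and proposes that LiNKT cells convert directly.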

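The treated cells with reads on at least 4 of the proliferation genes all lay in cluster 4 (6 of 133; 4.51%, 1.67 to 9.56). None of the 57 cells of cluster 5 reached that number (limit of 5.26%), although 4 of them, like 10 cells of cluster 4, carried Mki67. No cell of cluster 5 had reads on more than 1 of the proliferation genes, as compared to up to 9 in cluster 4. The same maximum of 1 was found in treated cells of cluster 2 and in untreated cells. The sum for cluster 5 therefore comes from cells with a single such gene each, and does not show cells with several of these transcripts. The summed genes reached 511 CPM (506 to 516) in cluster 4, 343 CPM (337 to 349) in cluster 5 and 18.7 CPM (17.3 to 20.3) in cluster 2 of treated mice. In untreated mice they were 97.5 CPM in cluster 2 and 80.1 CPM in cluster 4.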

### Treatment induced changes in open chromatin and gene expression at the single cell level

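The multiome reads RNA and accessible chromatin from the same nucleus. Its chromatin part uses a transposase that cuts accessible DNA, and each fragment keeps the barcode of its nucleus. Nuclei came from 5 untreated and 4 treated male mice. The fragments deposited by the authors, aligned to GRCm38, are pooled for both groups, and the barcodes end in 1 or 2; no source used here says which ending belongs to which group. The fragments were therefore counted over both groups together, and the RNA part was not used here. There were 167180637 fragments. Of the barcodes, 15802 had at least 1000 fragments (median of 7732) and held 93.5% of all fragments; 8565 ended in 1 and 7237 in 2. This minimum was the only filter and doublets were not looked for, so that a barcode may hold several nuclei. Over these barcodes, the Il10 gene body held 32.4 of every 1000000 insertions (fragment ends; 31.8 to 33.0), its promoter (2 kb on either side of the TSS) 15.8 and its 8 hypo-methylated DMRs 68.9. The values were 11.2, 10.6 and 35.1 for Il21 (9 DMRs), respectively. These are averages over both endings, which differed: the Il10 gene body held 16.9 of every 1000000 insertions for ending 1 and 49.2 for ending 2, and its promoter 3.72 and 29.0. For the Il21 gene body the values were 2.78 and 20.3, and for its promoter 1.41 and 20.6. Asking for at least 5000 fragments per barcode moved the gene body of Il21 most, to 11.7.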

We next sought to confirm the above observations by comparing the two-dimensional multiomes (scRNAseq+scATACseq) of the LiNKT cells from αGalCer/CD1d-NP-treated and untreated NOD mice. The data obtained from this multiome experiment (using nuclei only, as opposed to our previously published scRNAseq data, which used whole cells) confirmed the presence, in untreated mice, of the 4 LiNKT cell sub-clusters that had been identified previously. Weighted-nearest neighbor’ (WNN) analysis of multiomic data revealed a significant degree of overlap between all four clusters (**Figure 1B**, left). In αGalCer/CD1d-NP-treated mice, there was a decrease in the size of cluster 2 and an increase in the size of cluster 4, and a *de novo* appearance of the LiNKTR1 cluster 5, as previously reported (16). Whereas the scMultiomes of clusters 3 and 4 did not undergo significant changes in response to treatment, the scMultiome of cluster 2 cells became similar to that of cluster 5 (**Figure 1B**, right). Nevertheless, comparison of scRNAseq and scATACseq data for iNKT-relevant genes, indicated that the 5 LiNKT cell clusters are epigenetically similar, despite being transcriptionally different (**Figure 1C**). **Figure 2** compares the RNA expression and chromatin accessibility genome tracks for two representative cluster 5 (LiNKTR1) genes: *Il10* and *Il21*. Although the genomic tracks shown in **Figure 2** suggest that *il10* and *il21* may undergo chromatin remodeling in cluster 5 cells, thorough statistical analysis involving signal background for each condition and P value adjustment did not reveal differential chromatin accessibility around these loci when comparing cluster 5 cells to cells from the other clusters. Collectively, these data indicate that the various αGalCer/CD1d-specific LiNKT cell sub-pools share a remarkably similar scATACseq landscape.

**Figure 2:**
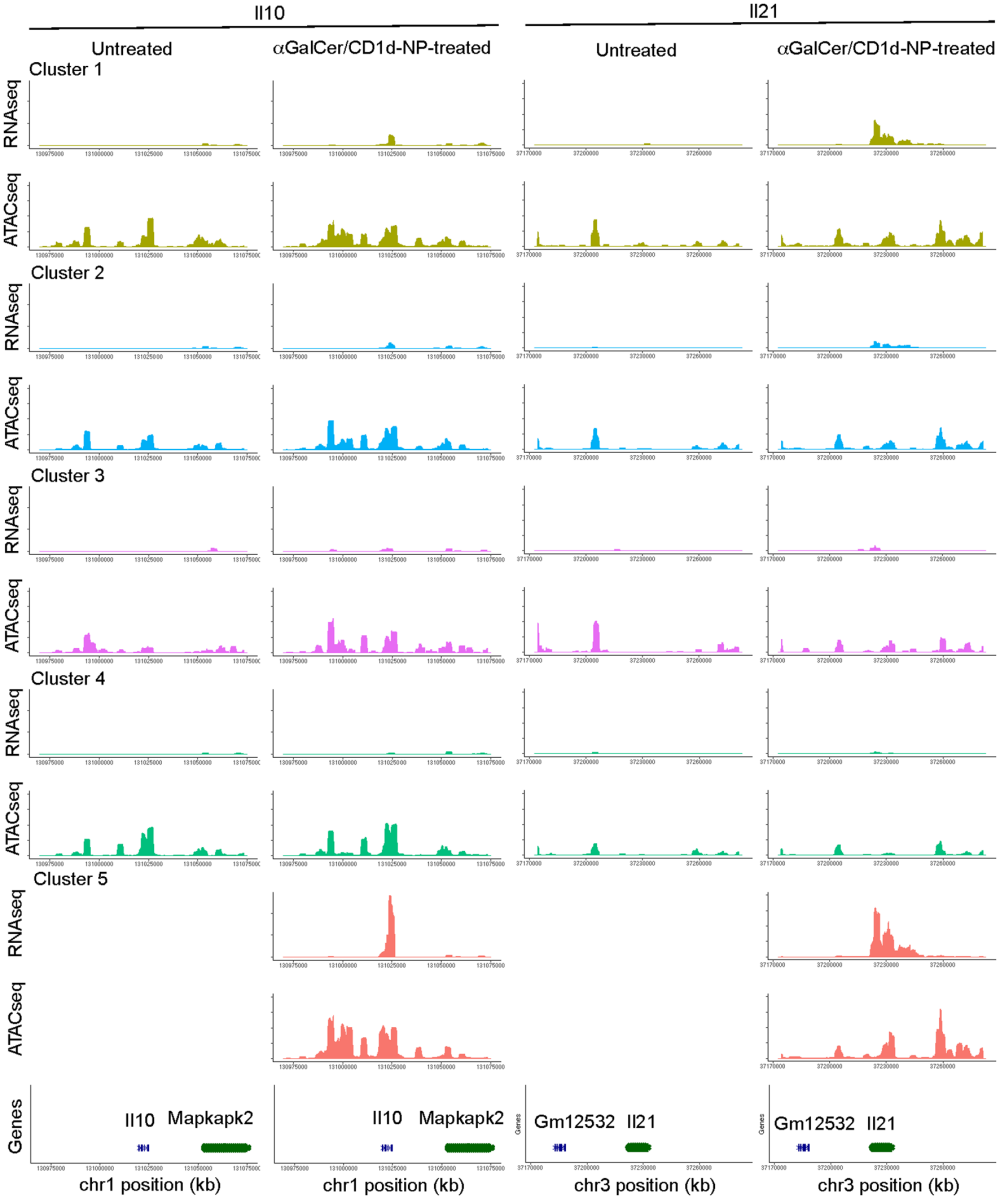
RNA and OCR tracks for two representative sub-cluster 5 genes: *Il10* and *Il21* (αGalCer/CD1d-NP-induced). Chromosome tracks for *Il10* and *Il21* displaying gene expression and open chromatin data for each of the LiNKT cell sub-clusters identified in control vs. αGalCer/CD1d-NP-treated mice.

### Treatment-induced upregulation of LiNKT cell gene expression is largely dissociated from *de novo* changes in H3K4me3 and H3K27ac marks

Among the many epigenetic modifications of histones that regulate gene expression, deposition of H3K4me3 and H3K27ac play key roles. The addition of 3 methyl groups to the Lys4 of Histone 3 (H3K4me3) marks transcriptional start sites (TSS) in active promoters. The acetylation of Lys27 in Histone 3 (H3K27ac) marks active enhancers and/or promoters of transcriptionally active genes (35).

We mapped the location of these two histone marks in the LiNKT cells of αGalCer/CD1d-NP-treated and control NOD mice via chromatin immunoprecipitation followed by sequencing (ChIPseq). We identified a total of 29,310 peaks for H3K4me3. As expected, most of these peaks mapped to TSS (24,302/29,310; 82.91%), followed by intergenic (2,006/29,310; 6.48%) and intronic (1,140/29,310; 3.89%) sites (**Figure 3A**). We also identified a total of 76,616 H3K27ac peaks, most of them near the TSS (28,878/76,616; 37.69%) or at intronic (16,886/76,616; 22.04%) or intergenic (14,607/76,616; 19.07%) sites (**Figure 3B**).

**Figure 3:**
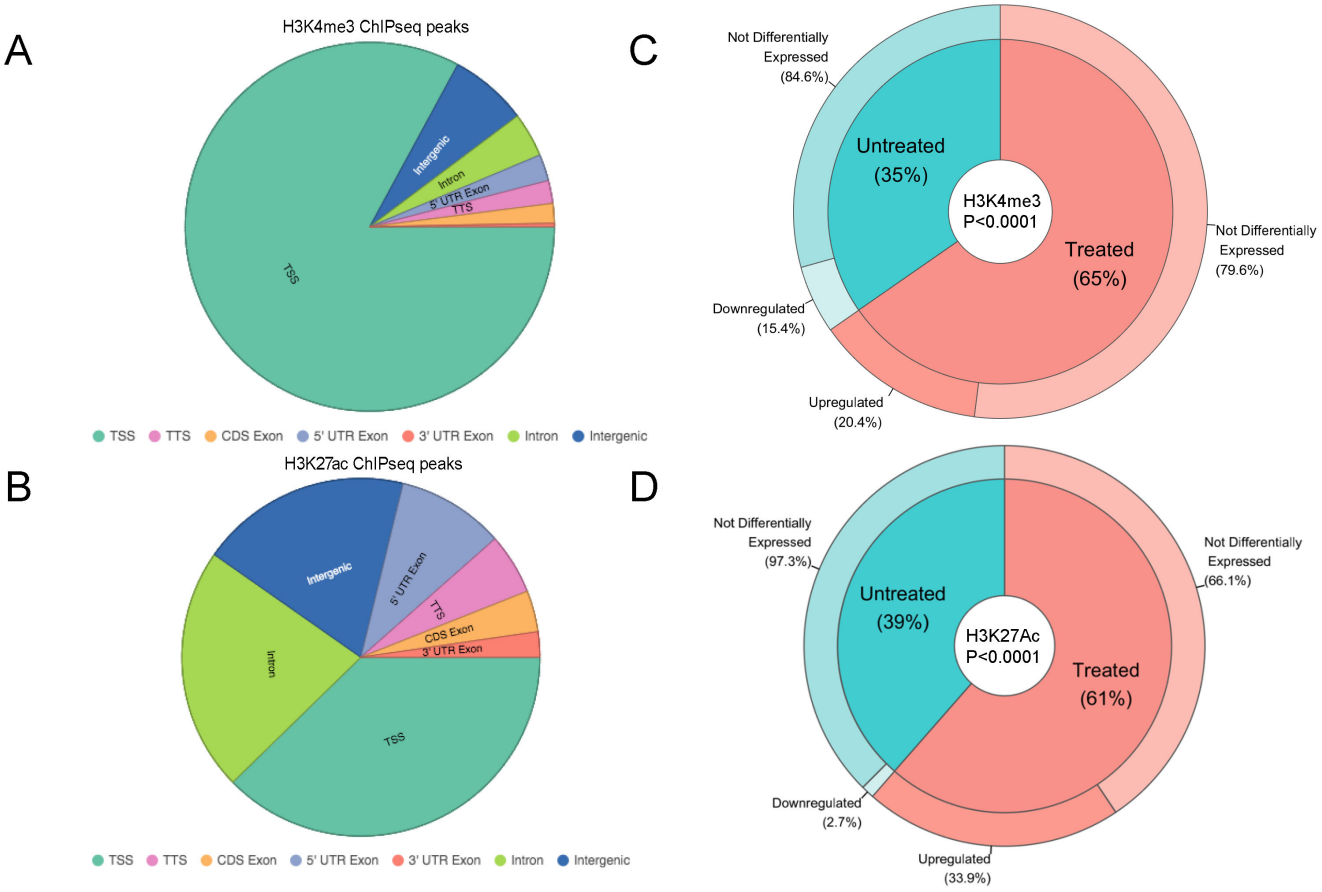
H3K4me3 and H3K27ac marks versus differential gene expression. **A, B**, Pie charts displaying the distribution of H3K4me3 **(A)**, or H3K27ac ChIPseq peaks **(B)** in the LiNKT cells of αGalCer/CD1d-NP-treated and control NOD mice (data pooled for both treatment groups; no differences were noted between the two groups). **(C)** Donut pie representing H3K4me3 peaks found in LiNKTs from control (inner blue pie slice) vs. αGalCer/CD1d-NP-treated mice (inner red pie slice). The relationship between H3K4me3 deposition and gene expression is represented in the outer layers of the donut. Whereas 20.4% of genes with treatment induced H3K4me3 deposition were upregulated, none were downregulated (P = 0.0004). Likewise, whereas 15.4% of the genes that lost H3K4me3 in response to treatment were downregulated, none were upregulated (P = 0.0187). Data were analyzed with Chi-square test. **(D)** Donut pie representing H3K27ac peaks found in LiNKTs from control (inner blue pie slice) vs. αGalCer/CD1d-NP-treated mice (inner red pie slice). The relationship between H3K27ac deposition and gene expression is represented in the outer layers of the donut. Whereas 33.9% of genes with treatment induced H3K27ac deposition were upregulated, none were downregulated (P<0.0001). Likewise, whereas 2.7% of the genes that lost H3K27ac in response to treatment were downregulated, none were upregulated (P<0.0001). Data were analyzed with Chi-square test. Data correspond to 1-1.5x10^6^ LiNKT cells/treatment group and histone modification type, isolated from n=6 control NOD mice and n=6 αGalCer/CD1d-NP-treated NOD mice.

The LiNKT cells of αGalCer/CD1d-NP-treated NOD mice had differentially enriched deposition of H3K4me3 at only 94 sites (FDR≤0.01 vs. the LiNKT cells of control mice) (Datasheet 3). These peaks were associated with 75 genes, 26 and 49 of which had lost (FC<0; 26/75; 35%) or gained (FC>0; 49/75 genes, 65%) H3K4me3 marks in response to treatment (**Figure 3C**), respectively. Analysis of these data in the context of changes in gene expression indicated that whereas 10 of the 49 genes (20.4%) that gained H3K4me3 were upregulated (FC≥4 and FDR≤0.01), including *Il10*, *Lag3* and *Vdr* (**Figure 3C**), none was downregulated (P = 0.0004). A similar percentage of the genes that had lost H3K4me3 (4/26 genes; 15.4%) were downregulated upon treatment (FC ≤ 0 and FDR≤0.01), none being upregulated (**Figure 3C**) (P = 0.0187). Similar results were obtained when we focused these analyses on 46 iNKT-relevant genes (16) (**Supplementary Table 1**). Five of the 13 genes that were upregulated in response to treatment (38.46%), such as *Il10, Lag3, Itga4, Pdcd1* and *Vdr*, but none of the 3 downregulated genes, had enriched deposition of H3K4me3 (P=0.0976).

Similarly to H3K4me3, the LiNKT cells of αGalCer/CD1d-NP-treated NOD mice had enriched deposition of H3K27ac at only 113 sites on 96 genes (FDR≤0.01 vs. the LiNKT cells of control mice) (Datasheet 4). Whereas 37 of these genes lost H3K27ac (39%; FC<0), 59 genes gained H3K27ac (61%; FC>0) in response to treatment (**Figure 3D**). Interestingly, whereas only 1 of the 37 genes that had lost H3K27ac (*Tnfrsf10b*; 2.7%) was downregulated, 20/59 of the genes that had gained H3K27ac (including *Il10*, *Il21*, *Lag3*, *Nfia*, *Ctla4* and *Vdr*; 33.9%) were upregulated (P<0.0001).

These data indicate that treatment-induced upregulation of LiNKT cell gene expression is largely dissociated from *de novo* changes in H3K4me3 or H3K27ac marks, events that only took place in a very small number of genes.

### Gene upregulation vs. treatment induced H3K27ac and H3K4me3 co-deposition and chromatin exposure

About half of the few genes that were both upregulated and differentially marked with H3K4me3 in response to treatment, were also differentially marked with H3K27ac (5/10 genes), including *Il10*, *Lag3* and *Vdr* (Datasheet 5). Furthermore, some of the genes that were differentially marked with H3K4me3 (15/75; 20%) and/or H3K27ac (28/96; 29.16%) in response to treatment, including the LiNKTR1 genes *Il10, Lag3*, *Pdcd1 and Nfia*, acquired new OCRs in response to treatment (Datasheet 6). Thus, LiNKTR1 cell formation in response to αGalCer/CD1d-NP treatment does involve limited epigenetic remodelling of certain LiNKTR1 genes. However, at the global level, treatment induced LiNKT gene upregulation is largely dissociated from the *de novo* appearance of OCRs or H3K4me3/H3K27ac marks.

### Acquisition of new active enhancers is not a critical step in LiNKT to LiNKTR1 reprogramming

Whereas ATACseq helps identify areas of open chromatin associated with various regulatory elements such as enhancers, silencers, and promoters, H3K27ac ChIPseq helps locate class I active enhancer and promoter elements (36). To identify active enhancers in LiNKT and αGalCer/CD1d-NP-induced LiNKTR1 cells, we carried out an integrated analysis of both data sets. Open chromatin regions containing H3K27ac marks, excluding those located within 2 kb of transcription start sites (TSS) (i.e., overlapping promoters), were considered to represent active enhancers. A 100 kb window around the TSS was used to annotate genes proximal to the identified active enhancers (Datasheet 7).

We identified 47,169 active enhancers in the LiNKT cells of untreated mice. Of these, 32,390 (68.67%; linked to 17,604 genes) were located in gene bodies, and 14,779 (31.33%; linked to 8,454 genes) were located in intergenic regions. There were 51,840 active enhancers in αGalCer/CD1d-NP-induced LiNKT cells, most located in gene bodies (35,668 enhancers in 18,924 genes; 68.80%) and in intergenic locations (16,172 enhancers in 9,487 genes; 31.19%). Importantly, most of the genes with active enhancers at the treatment-induced LiNKT cell stage already had these active enhancers at the pre-treatment LiNKT cell stage (gene body: 16,066/18,924, 84.9%; intergenic: 7,448/9,497, 78.42%) (Datasheet 7).

To investigate a potential role for treatment-induced activation of enhancers in treatment-induced LiNKT cell re-programming, we investigated if gene upregulation in response to treatment was accompanied by the presence of associated active enhancers. In agreement with the above data, 100 of the 162 genes that were upregulated by LiNKT cells in response to treatment (61.73%) already had at least one active enhancer in the gene body before the initiation of treatment. Likewise, 48 of the 76 genes that were downregulated by treatment (63.12%) also had active enhancers in their gene bodies at the pre-treatment LiNKT cell stage (P=0.4160). With regards to intergenic active enhancers, they were also already present in 56 of the 162 genes that were subsequently upregulated by treatment (34.57%) and in 17 of the 76 genes that were downregulated by treatment (22.37%) (P=0.0571).

Although treatment slightly increased the presence of active enhancers in the gene bodies of upregulated genes (from 100 genes before treatment to 115 genes after treatment; 61.73% to 70.98%, respectively) and triggered the loss of active enhancers in the gene bodies of downregulated genes (from 48 genes before treatment to 38 genes after treatment; 63.12 to 50%, respectively), these differences were not statistically significant (P=0.0724 for presence of active enhancers in upregulated vs downregulated genes) (**Figure 4A**). This was also true when focusing on intergenic active enhancers. Treatment increased the number of genes having intergenic enhancers (from 56 to 72; 34.57% to 43.12%) and decreased the number of downregulated genes having these enhancers (from 17 to 15; 22.37 to 19.74%) (P=0.1705 for lack of active enhancers in downregulated vs upregulated genes) (**Figure 4B**).

**Figure 4:**
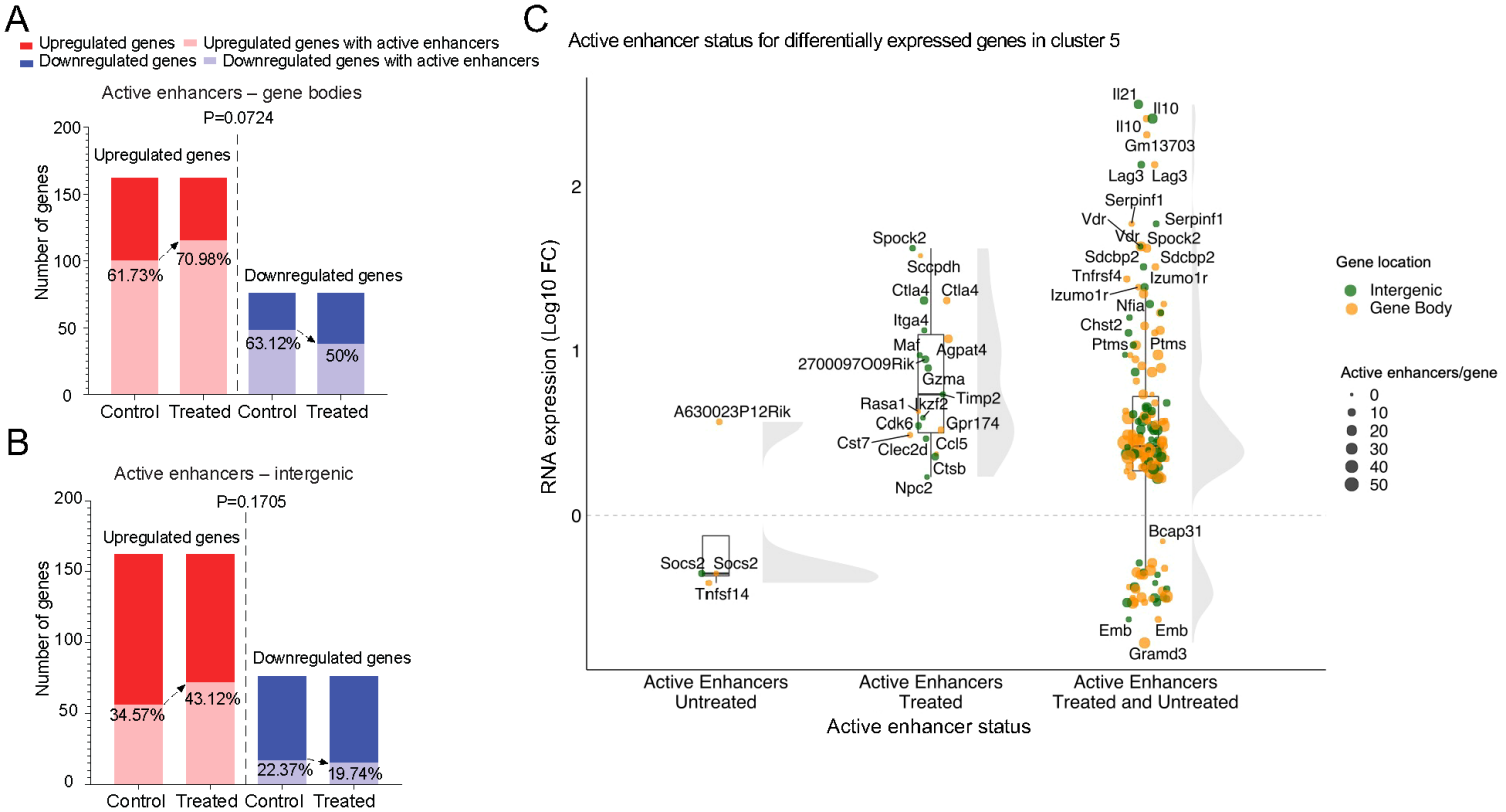
Gene upregulation vs. treatment-induced active enhancers. **(A)** Bar plots depicting the number and percentage of genes harboring active enhancers in the body of genes that are upregulated (left bars; light red) or downregulated (right bars; light blue) in response to αGalCer/CD1d-NP treatment. **(B)** same as in A, but for genes harboring active enhancers in intergenic regions. P values in A and B were >0.05 (Chi-square test). **(C)** Raincloud plots of expression changes (log10FC expression changes from bulk RNAseq data) for genes that are differentially expressed in the αGalCer/CD1d-NP-induced LiNKTR1 sub-cluster (16), as a function of whether they carry active enhancers only in control mice (untreated; left), only in treated mice (treated; middle), or in both (untreated and treated; right). Most of the genes that acquire active enhancers during the LiNKT-to-LiNKTR1 conversion are upregulated (middle group), as compared to genes that lose active enhancers in response to treatment (left group) (P<0.0001). The largest changes in gene expression (upregulation) are seen in genes that already possess active enhancers at the pre-treatment LiNKT cell stage (P=0.0007). Data analyzed with Chi-square test.

To further investigate a potential relationship between presence/lack of active enhancers and differential gene expression during the LiNKT-to-LiNKTR1 differentiation process, we focused on the genes that were specifically upregulated or downregulated in the treatment-induced LiNKTR1 subset. Specifically, we compared the levels of expression of these genes, as a function of whether they had active enhancers in the LiNKT cells of both untreated and treated mice (i.e., genes poised for upregulation at the LiNKT cell stage), only in the LiNKT cells of treated mice (i.e., induced by treatment), or only in the LiNKT cells of untreated mice (i.e., genes in which treatment erases pre-existing active enhancers, or does not elicit the *de novo* appearance of active enhancers). The raincloud plot in **Figure 4C** shows that most of the genes that acquire active enhancers during the LiNKT-to-LiNKTR1 conversion are upregulated (middle group), as compared to genes that lose active enhancers in response to treatment (left group) (P<0.0001). However, the largest changes in gene expression (upregulation) are seen in genes that already possess active enhancers at the pre-treatment LiNKT cell stage (P=0.0007).

Taken together, and in keeping with our earlier observations de-coupling upregulation of the expression for most genes from *de novo* appearance of treatment-induced OCRs or H3K4me3/H3K27ac marks, these data suggest that the genes that are upregulated in response to αGalCer/CD1d-NP treatment already appear to be epigenetically poised to do so at the precursor LiNKT cell stage.

### Treatment-induced iNKT gene upregulation is associated with gene de-methylation

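Bisulfite turns cytosines without a methyl group into uracil, so that the share of reads that still show a cytosine gives the methylation of a position. DNA came from LiNKT cells of 7 untreated female NOD mice (17 weeks old) and 4 treated mice (16 weeks old). The authors mapped the reads with BSMAP to mm10 and compared the groups with metilene, which joins neighbouring CpGs into DMRs and gives each a q-value. The paper describes 3 replicates per group; the deposited tables hold a single value per group, and each group is therefore 1 sample here. The site table lists 376954 cytosines as fractions with 2 decimals and without read depth, so that no interval can be given. Of them, 375784 (99.7%) lie in a DMR, 58375 are CpGs by the genome sequence and 318579 (84.5%) lie in CHG or CHH context. The methylation of a region is given below as mean ± SD over its CpG sites, where the SD is the spread between sites and not between mice. The strands of a CpG, which were read separately, differed by a median of 5.0 points in untreated and 6.0 points in treated cells.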

We next performed genome-wide bisulfite sequencing of LiNKT cell samples from αGalCer/CD1d-NP-treated and untreated NOD mice to study the potential role of gene hypo- or hyper-methylation in differential gene expression. We focused our analysis on differentially methylated regions (DMRs) between these samples. With a q-value threshold of 0.05, we detected 2,873 DMRs (Datasheet 8). 

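Of the 2873 DMRs, 1983 (69.0%) were hypo-methylated and 890 hyper-methylated in treated mice; 2292 had a q-value of at most 0.01 (1625 and 667). Asking for at least 20 CpGs moved these counts most, to 635 and 441. In the authors' deposited table, hypo-methylated DMRs had a median length of 397 bp (200 to 5374) and 16 CpGs (10 to 170), and the median fraction methylated was 0.832 in untreated and 0.380 in treated cells. The number of CpGs in that table counts both strands. Over the CpG sites read here, hypo-methylated regions fell from a mean of 74.3% (SD of 25.2) to 39.6% (SD of 25.0; 36423 sites). The mean over sites had the same direction as the table in 2865 of the 2873 DMRs (99.7%).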

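The rules used here follow GENCODE release M21 on GRCm38. A DMR belongs to a gene body if it overlaps the gene by at least 1 base, to a promoter if it overlaps the 2 kb on either side of the TSS, and to the intergenic regions of a gene if it overlaps no gene body and lies within 50 kb of the TSS. Of the hypo-methylated DMRs, 1432 (72.2%) overlapped a gene body. The region with the lowest q-value (2:128377205–128380508, q=4.46e-75 in the authors' deposited table) lies in the non-coding gene Gm14005, where methylation fell from 75.3% to 15.8%. It was followed by regions in Rgs16 (1:153743219–153745317; 90.6% to 35.7%), at 44066 bp from Pttg1 (11:43380811–43383560; 88.1% to 34.4%), in Nfil3 (13:52976239–52977244; 83.8% to 22.8%) and in Wwox (8:115071326–115072056; 93.2% to 37.0%).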

We associated these DMRs (either hyper- or hypo-methylated in LiNKT cells from treated vs. untreated mice) to gene bodies (intragenic CpG islands) and gene promoters (within 2 kb from the TSS) or intergenic regions (Datasheets 9, 10).

In αGalCer/CD1d-NP-induced LiNKT cells, there were 3,701 genes that contained at least one differentially hypo-methylated region in the gene body (as compared to LiNKT cells from untreated controls), 237 genes that contained differentially hypo-methylated promoters, and 1,514 genes that contained differentially hypo-methylated intergenic regions (Datasheet 11).

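By these rules, 1072 genes (888 of them protein-coding) had a hypo-methylated DMR in the gene body, 303 (129 protein-coding) in the promoter and 1316 (534 protein-coding) in an intergenic region. The counts depend on how a region is paired with a gene: when a DMR that lies in the body of any gene was given to every gene with a TSS within 50 kb, the first count moved most, to 3133. Intergenic regions within 100 kb reached 2516 genes. A promoter of 2 kb upstream of the TSS only left 150.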

There was a significant relationship between hypo-methylation, particularly within genes and at intergenic regions but also in promoters, and differential gene upregulation (FC≥4 and FDR≤0.01) in treatment-induced vs. pre-treatment LiNKT cells. For example, 33.95% of the genes upregulated by treatment-induced LiNKT cells (55/162 genes) contained at least one differentially hypo-methylated region within the gene body, as compared to only 7.89% of the downregulated genes (6/76 genes) (**Figure 5A**, left bars) (P<0.0001). This association also held true when focusing on the iNKT-relevant genes listed in **Supplementary Table 1**; ~92% of the upregulated genes (n=12/13) had hypo-methylated gene bodies (*Ctla4, Il4*, *Il10*, *Il21, Itga4, Izumo1r, Lag3, Maf, Nfia, Tigit, Tnfrsf4* and *Vdr*), as compared to only ~33% of the iNKT-relevant genes that were downregulated in response to treatment, which were: *Ccr5, Ccr9, Cd44, Ifng, Irf4, Nfil3, Prdm1, Tbx21, Tox, Zbtb16, Zfp683* (11/33) (P=0.0002) (Datasheet 12). Likewise, ~20% of the genes upregulated by treatment-induced LiNKT cells (33/162), but only ~7% of the downregulated genes (5/76) were associated with hypo-methylated regions located within a 100 kb window around the gene (**Figure 5A**, right bars) (P=0.0034).

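Longer genes hold more DMRs, and the upregulated genes were therefore compared with 10000 random lists of annotated genes of like length. Of the paper's 162 upregulated genes, 160 matched a gene of the annotation. Those with a hypo-methylated gene body were 18.1%, as compared to a median of 3.13% of the random lists (0.625 to 6.25 in 95% of them), and no random list reached this share. Restricting the lists to genes expressed in the SmartSeq2 cells moved the median most, to 5.65% against 21.8% (27 of 124) of the expressed upregulated genes. Among the downregulated genes the share (1.32%) lay at percentile 3.72 of lists with a median of 5.26% (1.32 to 10.5 in 95% of them). It thus lay at the edge of this range and not below it. Without matching on length the percentile was 40.0. In the other settings it ranged from 3.83 (expressed genes) to 6.955 (expressed genes matched on length and expression). Neighbouring genes can share a region, and genes are therefore not independent replicates.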

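With the gene's own body only, the regions fell on 29 of the 160 matched upregulated genes, among them Maf, Tigit and Gzmk, and on 1 of the 76 downregulated genes (Npas2). By Fisher's exact test (two-sided), P=9.51e-05, and the Benjamini-Hochberg value over the 6 tests of both lists (3 places, hypo- and hyper-methylated) was 0.000571. Pairing DMRs in the body of any gene with all genes within 50 kb moved P most, to 2.11e-06 (51 and 4 genes).

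**Figure D1:**
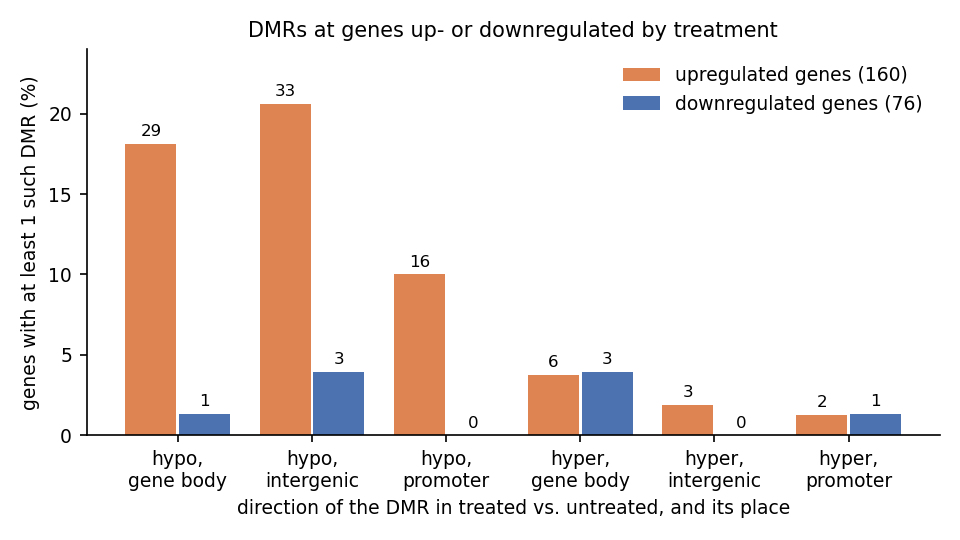
Percentage of the upregulated and downregulated genes with at least 1 hypo- or hyper-methylated DMR in the gene body, intergenic regions or promoter. The number of genes is given above each bar.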

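Among the iNKT-relevant genes, a hypo-methylated region overlapped the body of 11 of the 13 upregulated genes (84.6%; all but Il4 and Pdcd1) and 11 of the other 33 (33.3%). Fisher's exact test (two-sided) gave P=0.00268, with a Benjamini-Hochberg value of 0.00459 over all 12 tests of this kind. Several of the other 33 genes had large changes: Irf4 held 6 such regions (in 13:30752904–30753635 methylation fell from 92.4% to 38.0%), Prdm1 held 5 (10:44442157–44442726; 78.4% to 32.9%), and in Cd44 (2:102853033–102853664) methylation fell from 83.2% to 34.2%.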

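Intergenic hypo-methylated regions lay within 50 kb of the TSS of 33 upregulated (20.6%) and 3 downregulated genes (3.95%; Gramd3, Prrg4 and Qser1). In the exact test this gave P=0.000444 and 0.00133 after Benjamini-Hochberg correction over 6 tests. Of the 13 iNKT-relevant upregulated genes, Ctla4, Il10, Il21, Il4, Lag3 and Pdcd1 were among them.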

**Figure 5:**
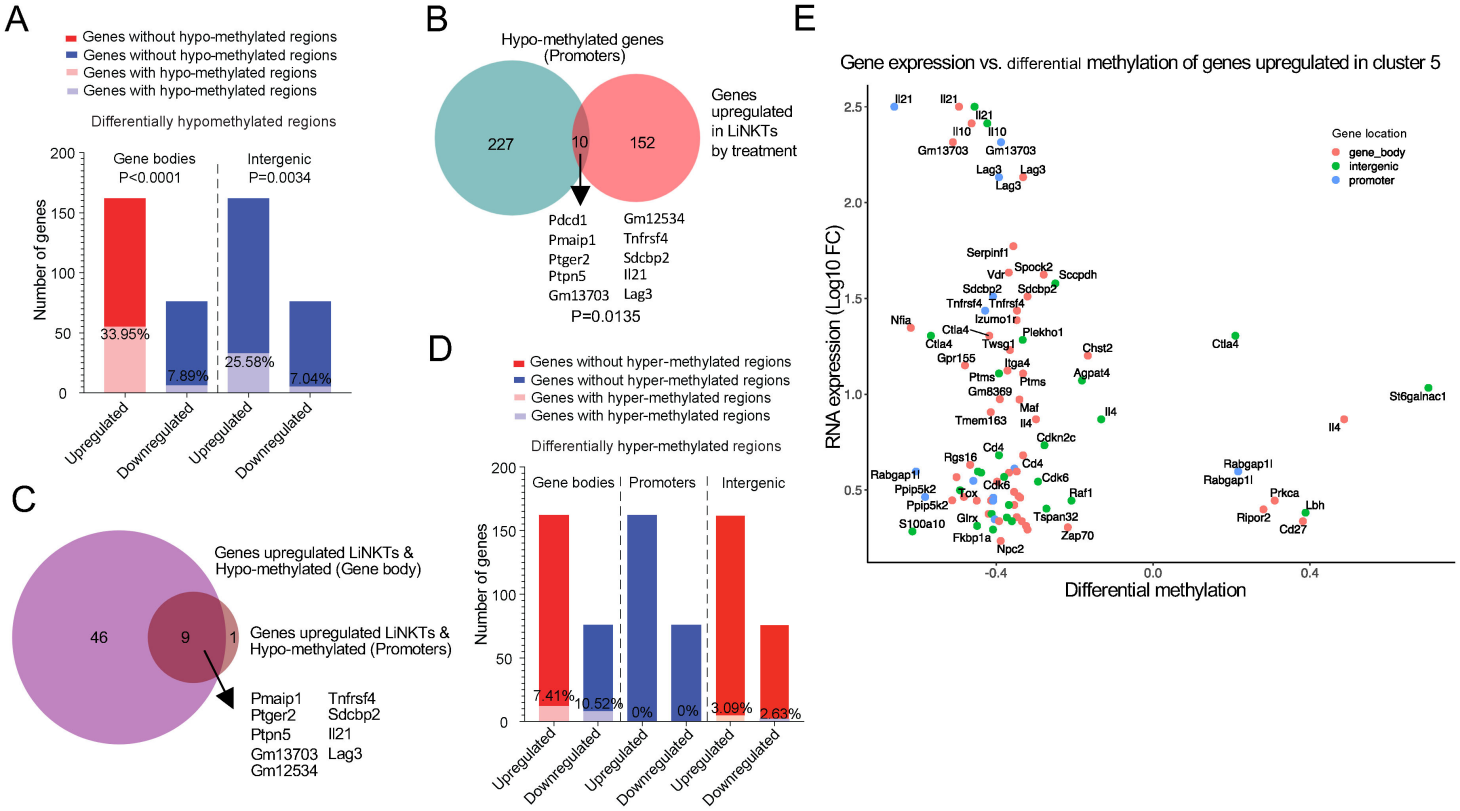
Treatment-induced gene hypo- or hyper-methylation vs. differential gene expression. **(A)** Bar plots depicting the number and percentage of the genes upregulated (red) or downregulated by treatment (blue) that acquired at least one differentially hypo-methylated region in the gene body (left) or in intergenic regions (right) in response to treatment. There was a statistically significant correlation between treatment-induced hypo-methylation in gene bodies (P<0.0001) and intergenic regions (P=0.0034) and gene upregulation (Chi-square test). **(B)** Venn diagram linking treatment-induced de-methylation of promoters with gene upregulation (P=0.0135; Chi-square test). **(C)** Venn diagram linking treatment-induced de-methylation in both gene bodies and promoters with gene upregulation. **(D)** Same as in A, but for treatment-induced hyper-methylation. Red, upregulated genes; blue, downregulated genes. None of the differences were statistically significant (Chi-square test). **(E)** Scatter plot comparing the differential methylation log2 fold change (Log2FC) (“x” axis) of genes specifically upregulated in the treatment induced LiNKTR1 sub-cluster versus the corresponding Log2FC of gene expression (“y” axis). Data correspond to 3 replicates of LiNKTs per treatment group (4-5x10^5^ cells/sample), n=7-17wk old NOD mice and n=4 αGalCer/CD1d-NP-treated 16 wk-old NOD mice).

αGalCer/CD1d-NP-induced LiNKTR1 cell formation was also accompanied by promoter hypo-methylation, albeit to a lesser extent than that seen in gene bodies and intergenic regions. Specifically, ~6% of the genes that are upregulated in treatment-induced vs. pre-treatment LiNKT cells (10/162), including *Il21, Pdcd1* and *Lag3* contained hypo-methylated promoters (**Figure 5B**), as opposed to none of the 76 downregulated genes (0/76; P=0.0135). 

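Single promoters differed in how far methylation fell. At Rgs16 (1:153740717–153741766, inside the gene body) it fell from 68.9 ± 23.5% to 13.6 ± 7.58% over 34 CpG sites. At the prostaglandin receptor gene Ptger2 (14:44986672–44988204) it fell from 83.2% to 58.7%, and at Gm13703 (2:73356752–73357211), whose TSS lies in Gpr155, from 91.4% to 52.4%.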

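Hypo-methylated promoters were found in 16 of the 160 matched upregulated genes (10.0%; Cd4, Chst2, Gm12534, Gm13703, Gm43822, Il10, Il21, Itga4, Izumo1r, Lag3, Pdcd1, Pmaip1, Ptger2, Rgs16, Sdcbp2 and Tnfrsf4) and in none of the downregulated genes (two-sided exact test, P=0.0019; 0.00379 after correction over 6 tests). When the promoter was restricted to the 2 kb upstream of the TSS, 9 upregulated genes were left and P rose to 0.0612.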

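Of the 13 upregulated iNKT-relevant genes, 7 (53.8%; Il10, Il21, Itga4, Izumo1r, Lag3, Pdcd1 and Tnfrsf4) had a hypo-methylated promoter here, as compared to 3 of the other 33 (9.09%; Ifng, Il2rb and Tbx21). The exact test gave P=0.00247 (0.00459 after correction over 12 tests). Of the 2 regions at the Ifng promoter, 1 fell from 48.6 ± 20.4% to 7.8 ± 8.43% (10:118441386–118441727). In the other regions, untreated methylation was 26.8 ± 9.89% at Ifng (10:118440997–118441385), 20.6 ± 7.95% at Il2rb (15:78495672–78495952) and 16.0 ± 6.2% at Tbx21 (11:97113006–97113869), which fell to 3.95 ± 3.61%, 5.08 ± 2.19% and 4.25 ± 3.59%, respectively.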

Similar associations between promoter hypo-methylation and gene expression were observed when focusing on the iNKT relevant genes from **Supplementary Table 1**; ~31% of the upregulated genes (4/13; *Il21*, *Lag3*, *Pdcd1* and *Tnfrsf4*) but only ~9% of their downregulated counterparts (3/33; *Ccr5*, *Ifng* and *Il2rb*) contained hypo-methylated promoters (P=0.0327). 

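A hypo-methylated region in the gene body or the promoter was found in 31 upregulated genes (19.4%) and 1 downregulated gene (exact test, two-sided, P=3.1e-05; 0.000186 over 12 tests). Both places were hypo-methylated in 14 upregulated genes (8.75%) and no downregulated gene (exact test, P=0.00586; 0.00879 over 12 tests). Pdcd1 and Sdcbp2 had the promoter alone. A region that spans the TSS counts for both places.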

In total, 56 of the 162 genes that were upregulated in response to treatment carried a hypo-methylated gene body or promoter, and 9 of these genes (16.07%), including *Il21* and *Lag3*, were hypo-methylated at both locations (**Figure 5C**).

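In the authors' deposited table, the 890 hyper-methylated DMRs had a median length of 394 bp (201 to 7199) and 19 CpGs (10 to 277), with a median fraction methylated of 0.204 in untreated and 0.590 in treated cells. A gene body held 717 of them (80.6%). Over 21315 CpG sites, methylation rose from 31.8% (SD of 26.8) to 58.4% (SD of 25.1). The lowest q-value (9.56e-47 in the same table) belonged to 3:86547508–86548466, which overlaps Lrba and Mab21l2 and rose from 9.32% to 42.6%; among the 5 with the lowest q-values, in Txnip (3:96560559–96561712), methylation rose from 13.8% to 70.0%. In Cd247 (1:165840699–165841482), which codes for the CD3ζ chain, it rose from 11.6% to 38.9%.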

αGalCer/CD1d-NP-induced LiNKTR1 cell formation was also accompanied by gene hyper-methylation. There were 2,334 genes that contained at least one differentially hyper-methylated region in the gene body (as compared to LiNKT cells from untreated controls), 135 genes that contained differentially hyper-methylated promoters, and 512 genes that contained differentially hyper-methylated intergenic regions (Datasheet 11). In this case, however, neither gene upregulation nor downregulation in response to treatment was statistically associated with differential hyper-methylation in gene bodies (12/162 vs. 8/76 genes, respectively), promoters (0/162 and 0/76, respectively), or intergenic regions (5/162 vs 2/76, respectively) (**Figure 5D**).

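By the pairing rules given above, the hyper-methylated DMRs fell on the bodies of 657 genes (566 of them protein-coding), the promoters of 165 (63 protein-coding) and the intergenic regions of 450 (172 protein-coding). Among the iNKT-relevant genes, 5 of the 33 not upregulated held such a region in the body, and none of the 13 upregulated ones. These were Gata3 (2:9862398–9862641; 19.4% to 64.9%), Lef1 (3:131113752–131114088; 17.0% to 47.5%), Tgfbr2 (9:116133447–116133986; 33.9% to 78.9%), Ccr9 and Zfp683. The bodies of Ccr9 and Zfp683 had regions of both kinds. In Ccr9, 3 regions rose (9:123756859–123757182, 20.5% to 59.3%; 123766750–123768246, 58.5% to 83.5%; 123769223–123770012, 38.6% to 73.3%) and 123740870–123741271 fell from 69.9% to 20.1%. In Zfp683, 4:134054471–134055293 rose from 43.8% to 74.5% and 4:134058623–134060370 fell from 61.5% to 43.8%.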

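A hyper-methylated region overlapped the body of 6 upregulated (3.75%; Cass4, Cdkn2a, Mcoln3, Rgs8, Sv2a and Vsig10) and 3 downregulated genes (3.95%; 2010300C02Rik, Ldhd and Tnfrsf10b). Fisher's exact test (two-sided) gave P=1. The same exact test gave 0.553 for intergenic regions (3 genes against none) and P=1 for promoters (2 genes against 1: Cdkn2a and Rgs8 against Ldhd), and after correction over 6 tests the values were 1, 0.83 and 1. Several alternatives turn the order of these small shares, such as an absolute difference of at least 0.3 (3 upregulated genes and no downregulated gene with a gene body region), and no alternative brings the exact test past the threshold of 0.05 (range from 0.186 to 1). At the promoter of Rgs8 (1:153652530–153653505), methylation rose from 18.6 ± 19.5% to 42.8 ± 20.9% over 60 sites, and at Ldhd (8:111628526–111629138) from 29.5 ± 14.9% to 57.0 ± 17.7% over 44 sites.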

Collectively, the above data indicates that αGalCer/CD1d-NP treatment and LiNKTR1 cell formation is accompanied by both DNA hypo- and hyper-methylation, but only the former is associated with changes in gene expression, specifically gene upregulation. Indeed, a significant percentage of the genes that are upregulated by LiNKT cells in response to treatment (LiNKTR1-specific) carry differentially hypo-methylated gene bodies, inter-genic regions and/or promoters (**Figure 5E**).

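Hyper-methylated gene bodies lay at percentile 92.5 of the random lists of like length for the upregulated genes (median of the lists of 1.88%, 0 to 4.38 in 95% of them) and at percentile 63.9 for the downregulated genes (median of 2.63%, 0 to 7.89). Both percentiles depend on the lists. Without matching on length they were 99.3 and 96.1, and among expressed genes 42.4 and 63.6. At q of at most 0.01 they were 81.9 and 51.7. The reasoning of the paper rests on the contrast between directions. It starts from the DMRs of both kinds, pairs each kind with genes, and asks whether upregulated genes carry it more often than downregulated genes. As this holds for hypo-methylation in every place and for hyper-methylation in none, the paper concludes that loss of methylation, and not gain, goes with the change in expression.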

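At least 1 hypo-methylated region of the 3 types was found for 52 upregulated genes (32.5%) and 4 downregulated genes (5.26%; exact test, two-sided, P=1.11e-06; 1.33e-05 over 12 tests). For hyper-methylated regions the numbers were 9 (5.63%) and 3 genes (exact test, P=0.756; 0.907 over 12 tests).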

### Treatment-induced LiNKT-to-LiNKTR1 cell differentiation is positively associated with de-methylation of distal gene regulatory elements (GREs)

As noted above, a significant number of the differentially hypo-methylated regions that arise in response to treatment lie in intergenic regions, possibly distal GREs (Datasheet 11). Several lines of evidence suggest that patterned hypo-methylation signatures at GREs might reflect stable markers of cell identity. DNA methylation generally inhibits transcription (37), even at enhancers and enhancer de-methylation is cell type-specific and predicts target gene transcription (38). In addition, differential methylation among cell types is greatest at distal GREs, rather than promoters (39, 40), which is also the case for αGalCer/CD1d-NP-induced LiNKTR1 cells (see above). Furthermore, de-methylation at these sites is usually a required final step in activation of enhancers and stabilization of cell line identities (41).

We thus investigated how many of the active enhancers found in αGalCer/CD1d-NP-induced LiNKTR1 cells colocalize with DMRs and to what extent hypo-methylation of these enhancers might contribute to gene upregulation. 840/51,840 (1.62%) of the active enhancers found in αGalCer/CD1d-NP-induced LiNKTR1 cells had undergone hypo-methylation during the LiNKT to LiNKTR1 cell transition. These 840 hypo-methylated active enhancers were proximal (within 50 kb upstream or downstream of the TSS) to 885 genes. Whereas 24 of these 885 genes (2.71%; *Gm43822, Rgs8, Rgs16, Gm37019, Gzmk, Runx2os1, Lgmn, Il4, Esm1, Gm12534, Alcam, Gzma, Nfia, F730043M19Rik, Angptl2, Nipal1, Ptger2, Ctla4, Il10, Gpr155, A430093F15Rik, Gm13703, Itga4, Il21*) were significantly upregulated in response to treatment (FC≥4 and FDR≤0.01) (**Figure 6A**), only 1 gene (0.11%; *Ldhd*) was downregulated (FC≤4 and FDR≤0.01) (**Figure 6B**) (P=0.0008) (Datasheets 13, 14).

**Figure 6:**
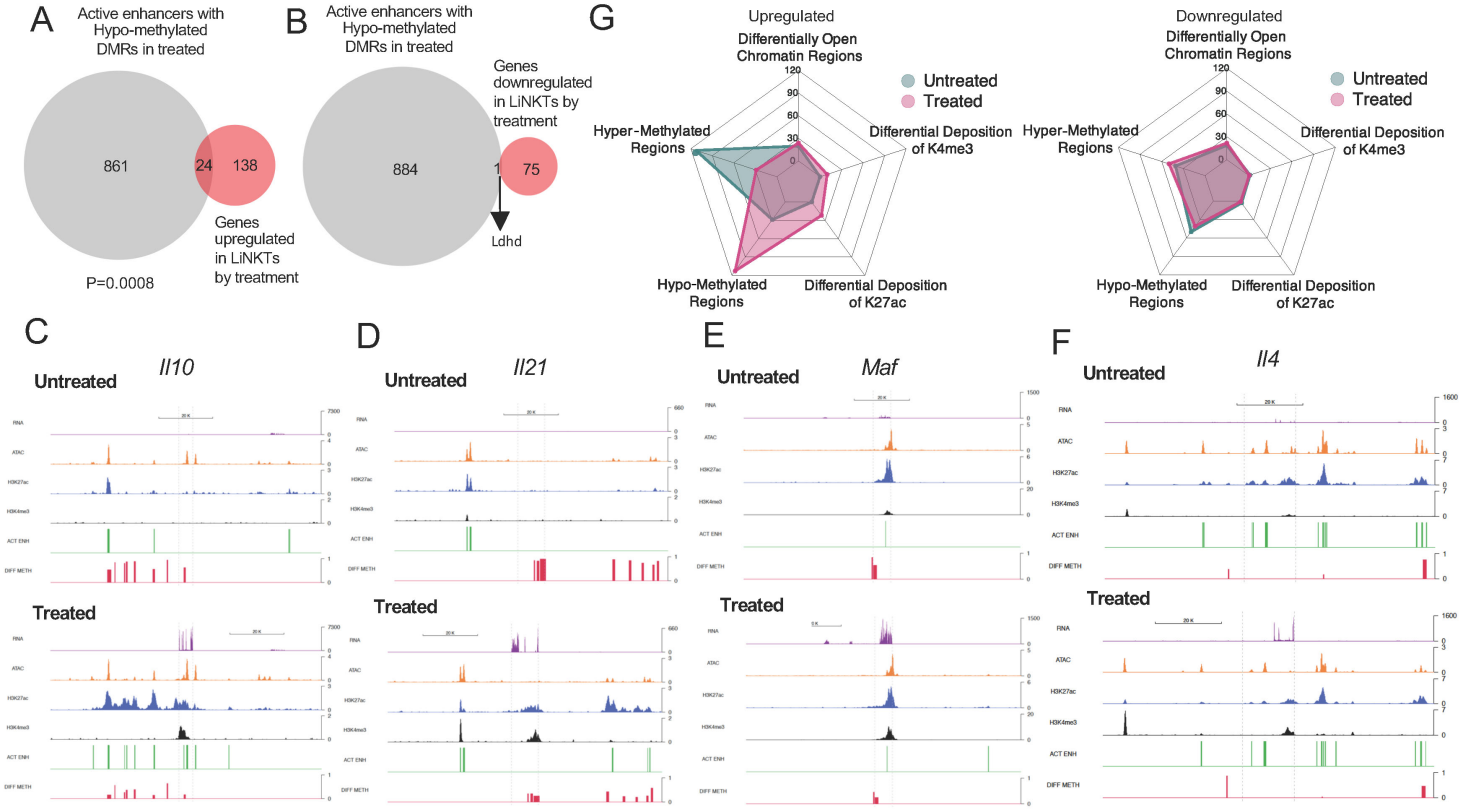
Relative contribution of different epigenetic marks to changes in gene expression during the LiNKT to LiNKTR1 cell conversion. **(A, B)**, Venn diagrams linking treatment-induced de-methylation of active enhancers and gene upregulation **(A)** or downregulation **(B)**. There was a statistically significant correlation between de-methyation and gene upregulation (P=0.0008; Chi-square test). **(C-F)** RNA tracks (purple) and the location of OCRs (orange), H3K27ac (blue), H3K4me3 (black), active enhancers (green) and DMRs (red) for representative Group #1-4 genes (*Il10*, *Il21*, *Maf* and *Il4*, respectively). **(G)** Radar plots depicting the weight of each epigenetic mark based on the number of significant occurrences, on treatment-induced (in sub-cluster 5) gene upregulation (left) or downregulation (right). Note the major effect of treatment-induced DNA hypo-methylation on gene upregulation.

Thus, treatment-induced LiNKT-to-LiNKTR1 cell differentiation is, to certain extent, positively associated with de-methylation of distal GREs, consistent with a cell re-programming event (39, 40).

### Relative contribution of different epigenetic marks to changes in gene expression during the LiNKT to LiNKTR1 cell conversion

To define the relative contribution of the various epigenetic modifications discussed above on gene expression, we focused on the 13 iNKT-relevant genes from **Supplementary Table 1** that are specifically upregulated in response to αGalCer/CD1d-NP treatment. Four of these genes (*Il10*, *Lag3, Ctla4* and *Nfia*) contained differential OCRs and H3K27ac marks and were hypo-methylated (Group 1). 

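At Il10 (1:131019845–131024974) there were 8 hypo-methylated regions, 7 of them upstream in the intergenic space. In the intron (131021621–131022342), which overlaps in part the 2 kb next to the TSS, methylation fell from 60.8 ± 20.1% to 17.0 ± 12.5% over 29 sites. Its CpG with the largest change (131021706) fell from 76.0% to 9.0%, in the sequence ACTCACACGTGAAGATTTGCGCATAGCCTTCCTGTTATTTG (131021686–131021726). The upstream regions run from 130993380–130994793 (52.0% to 16.0%), 130996100–130996353 (85.3% to 57.0%), 130999570–130999968 (81.6% to 26.5%), 131000272–131000859 (89.3% to 36.5%), 131003216–131003850 (89.7% to 38.5%) and 131010166–131010968 (58.7% to 14.6%) to 131015371–131015805 (94.6% to 64.4%). At Lag3 (6:124904361–124911705) the changes were from 87.3 ± 6.6% to 52.8 ± 19.2% in an intron (124907206–124907750), from 91.2 ± 8.19% to 54.1 ± 14.1% around the first exons (124909137–124909918) and from 80.7 ± 13.3% to 43.6 ± 16.6% upstream (124913234–124913628). Ctla4 (1:60887000–60915832) held 4 regions in its body, such as 60902572–60903097 (83.5 ± 20.5% to 32.7 ± 11.5%), and had 2 downstream (60930296–60930734, 80.7% to 30.1%; 60936941–60937217, 88.1% to 27.5%). The Nfia regions lie in introns (4:97859563–97860069, 84.1 ± 13.4% to 21.8 ± 12.1%; 97860843–97861183, 84.4 ± 26.2% to 23.3 ± 13.7%).

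**Figure D2:**
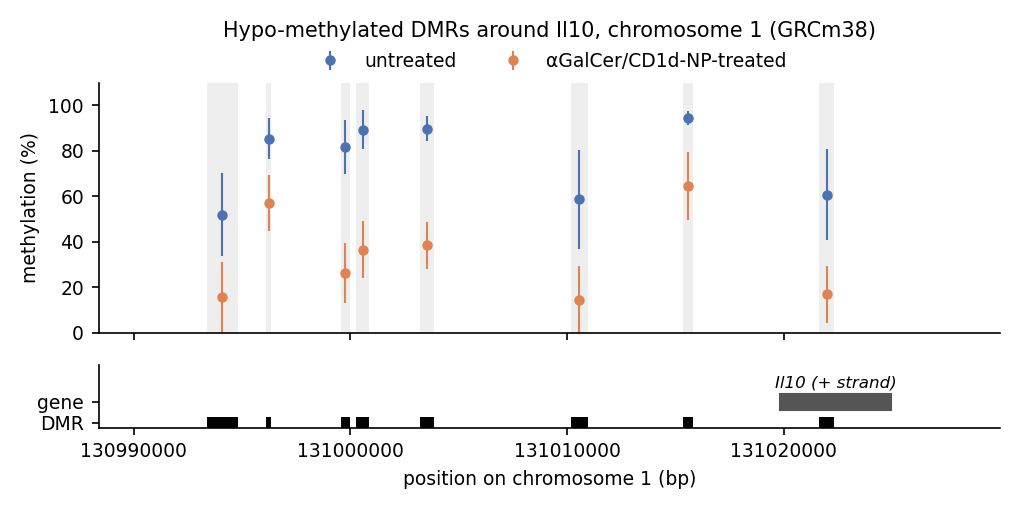
Methylation at Il10 and the DMRs upstream of it (chromosome 1, GRCm38). Points are the mean over the CpG sites of a DMR in untreated and treated mice, with bars of ± SD over sites.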

Three other genes (Group 2: *Il21*, *Tnfrsf4* and *Vdr*) did not contain differential OCRs but were differentially marked with H3K27ac and were hypo-methylated. 

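The largest fall among all regions of these genes was at the start of Il21 (3:37222759–37232636), where 37230922–37233052 covers the first coding exon and the promoter and fell from 92.0 ± 7.21% to 25.3 ± 9.2% over 41 sites. Within it, 37231159 changed from 92.0% to 12.0%, in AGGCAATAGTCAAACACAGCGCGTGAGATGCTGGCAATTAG. Further into the gene, 37229778–37230610 fell from 83.1% to 34.7% and 37228688–37229069 from 84.7% to 34.7%. Upstream of the gene there were 6 intergenic regions between 37257442 and 37283039, such as 37263446–37264312 (84.6% to 23.2%) and 37268114–37268906 (74.4% to 20.5%). Tnfrsf4 (4:156013843–156016612) had 3 adjoining regions, with 82.9 ± 15.7% to 39.7 ± 16.4% in 156013449–156014991, which spans the TSS and extends into Sdf4, 98.3% to 82.5% in 156015056–156015333 and 92.6% to 62.2% in 156015334–156015903. In Vdr the only region (15:97892157–97892635, an intron) fell from 50.7 ± 15.3% to 21.3 ± 11.0%.

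**Figure D3:**
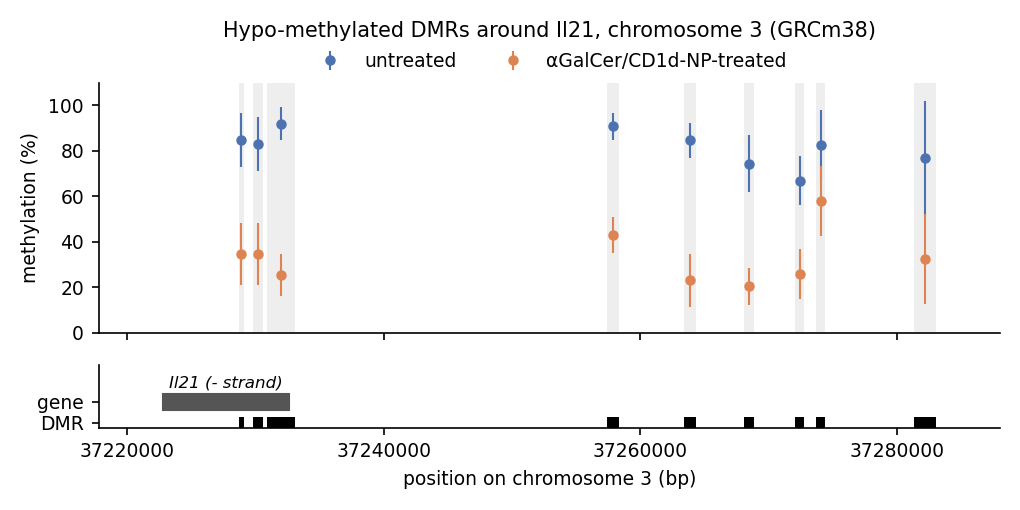
Methylation at Il21 (chromosome 3, GRCm38), drawn as for Il10: mean over CpG sites with bars of ± SD over sites, in untreated and treated mice.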

In three additional genes (Group 3: *Maf*, *Itga4* and *Pdcd1*), the treatment induced gene hypo-methylation and the acquisition of new OCRs but not new H3K27ac marks. 

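In Maf (8:115682942–115707794), methylation fell from 53.9 ± 19.1% to 25.7 ± 9.76% in a region of the untranslated part (115701473–115702757; 33 sites) and from 81.4 ± 17.5% to 46.0 ± 12.6% in an intron (115700891–115701326; 10 sites). Itga4 had 4 regions in the first part of its body: 2:79256969–79257637 (34.6 ± 19.4% to 9.06 ± 5.38%), 79258030–79259074 (67.5% to 21.7%), 79262568–79264024 (84.2% to 44.5%) and 79267365–79268377 (82.1% to 44.4%). The only region of Pdcd1 lay upstream of its TSS (1:94053268–94053826) and fell from 44.2 ± 18.5% to 8.31 ± 5.22% over 13 sites; the CpG at 94053648 changed from 77.0% to 12.0% (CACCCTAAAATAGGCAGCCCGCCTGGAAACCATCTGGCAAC).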

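Il4 (11:53602982–53618669) had no hypo-methylated region in its own body. An intergenic region 8437 bp upstream of its TSS (11:53626960–53627252) fell from a low level, 20.0 ± 5.34%, to 4.27 ± 3.51% over 22 sites. Farther away, 11:53657179–53658276, which lies in the neighbouring gene Rad50, fell from 73.7% to 46.6%, and 11:53598153–53598503, in Kif3a, rose from 42.1% to 89.3%. The intron of Tigit (16:43661580–43661851) fell from 92.2 ± 7.74% to 42.6 ± 7.38%. Izumo1r had a region in an intron (9:14892189–14892553; 89.2 ± 7.1% to 55.9 ± 9.1%) and another around its first exon and promoter (14902141–14902427; 68.5 ± 14.1% to 37.0 ± 12.7%).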

The remaining three genes *(*Group 4: *Il4, Tigit* and *Izumo1r*) underwent hypo-methylation in response to treatment but did not acquire new OCRs or H3K27ac marks. **Figures 6C-F** depicts the RNA tracks and the location of H3K27ac and H3K4me3 marks, OCRs, active enhancers and DMRs for representative Group #1-4 genes (*Il10*, *Il21*, *Maf* and *Il4*, respectively). Thus, all the 13 iNKT-relevant genes that were upregulated in response to treatment had undergone hypo-methylation, and in 10 of these genes hypo-methylation was accompanied by other epigenetic changes.

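By the rules used here, 13 of the 13 genes had at least 1 hypo-methylated region in the body, the promoter or an intergenic region, and there were 43 regions in all. As the regions were selected as hypo-methylated, a fall in each follows from the selection. The falls ranged from 15.7 (Il4) to 66.7 percentage points (Il21), with a median of 41.1. Over the regions, the median was 83.1% in untreated and 34.7% in treated mice.

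**Figure D4:**
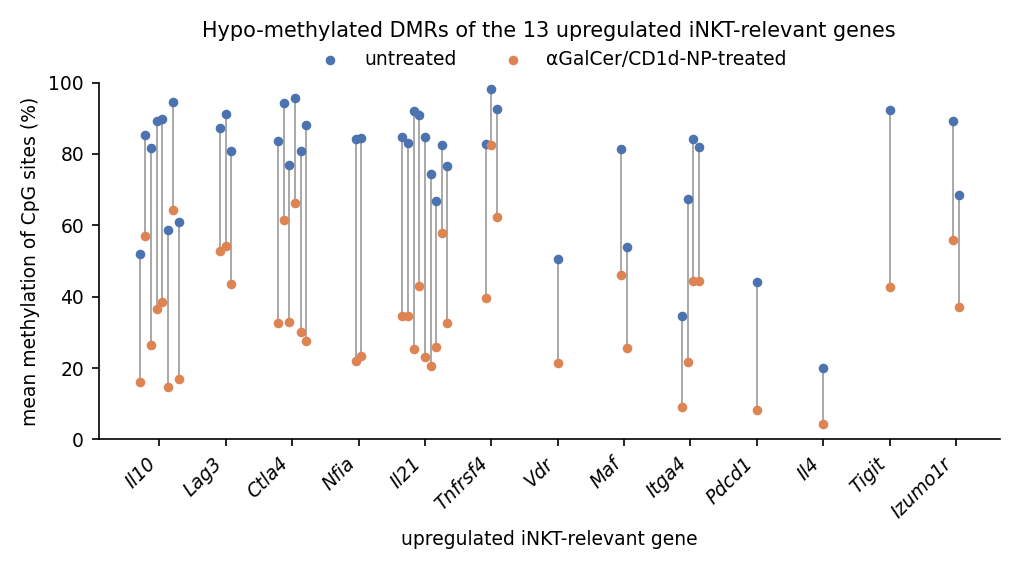
Methylation of the hypo-methylated DMRs of the 13 iNKT-relevant genes upregulated by treatment. Points are the mean over the CpG sites of a DMR in untreated and treated mice, and a grey line joins the means of the same DMR. The spread over sites is not drawn.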

To further explore the relative weight of the various epigenetic modifications studied herein on gene expression, we extended the above studies to all the genes that are specifically expressed/differentially upregulated by the treatment induced LiNKTR1 cell cluster, which is absent in untreated mice. The radar plots shown in **Figure 6G** suggest that treatment induced hypo-methylation plays a major role in differential gene upregulation. A similar outcome was obtained when focusing on the LiNKTR1-specific genes that shared at least one OCR with the LiNKT cells from untreated mice (**Figure 7A**). Whereas for a significant number of differentially expressed genes, gene upregulation is largely associated with treatment-induced hypo-methylation, the most upregulated genes (i.e. *Il10* and *Il21*, among others) are also those that accumulate additional epigenetic modifications favoring gene expression, such as new OCRs and H3K27ac and H3K4me3 marks. Of the 40 genes that had undergone hypo-methylation and increased H3K27ac deposition in response to treatment, and shared least one or more OCRs with pre-treatment LiNKT cells, 14 (35%; including *Il10*, *Il21*, *Ctla4*, *Lag3*, *Nfia* and *Vdr*) were upregulated (**Figure 7B**), and none had undergone downregulation (P<0.0001) (**Figure 7C**) (Datasheet 15).

**Figure 7:**
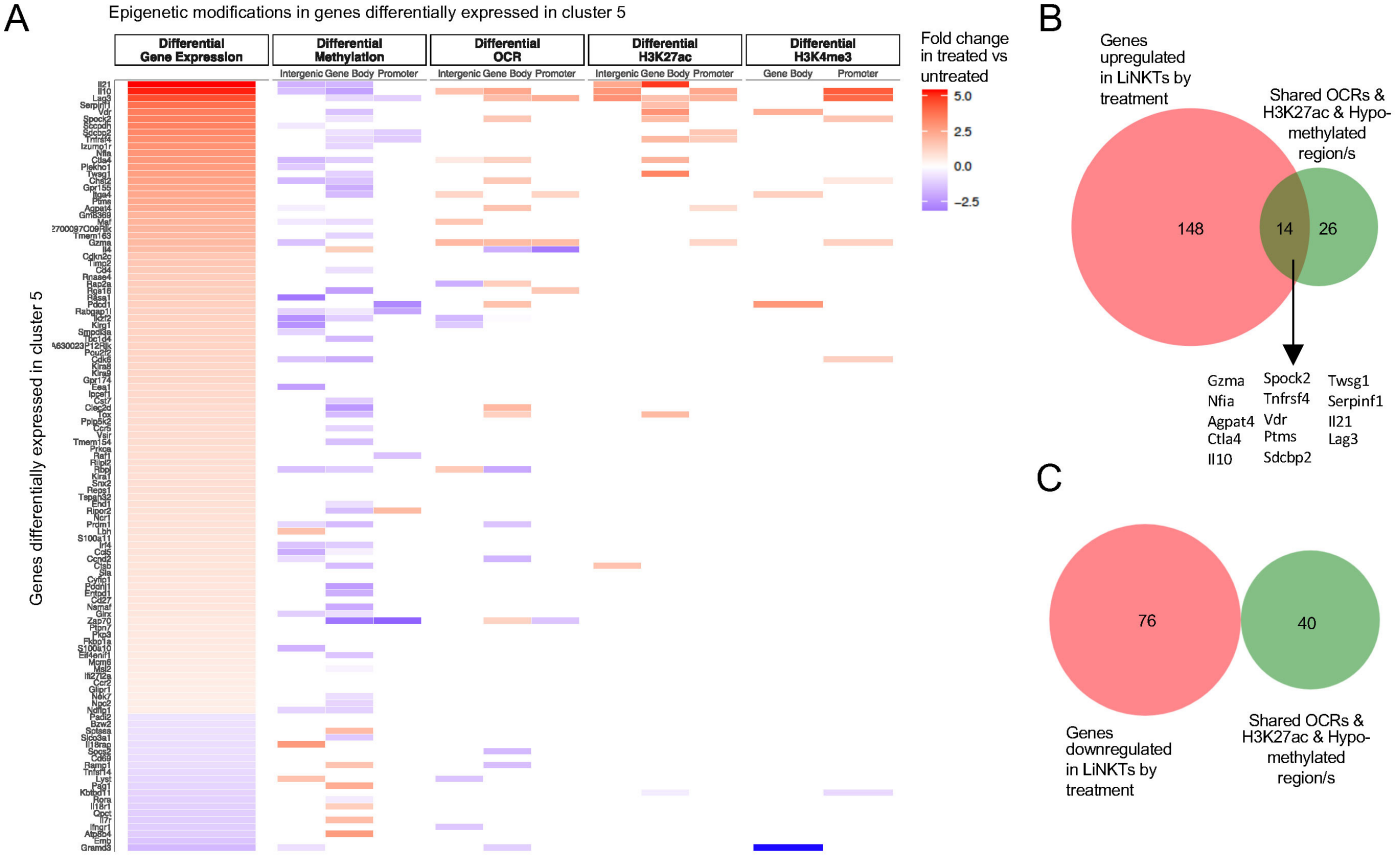
The role of different epigenetic marks in differential expression of LiNKTR1 (sub-cluster 5)-specific genes that shared at least one OCR with the LiNKT cells from untreated mice. **(A)** Heatmap depicting the presence of different epigenetic marks (from left to right: differential methylation, differential OCRs, differential H3K27ac deposition and differential H3K4me3 deposition) in LiNKTR1 genes arranged from most to least upregulated. **B, C**, Venn diagrams linking treatment-induced gene upregulation **(B)** or downregulation **(C)** for genes sharing at least one OCR with pre-treatment LiNKT cells, with treatment-induced H3K27ac deposition gains and DNA hypo-methylation (all regions considered for hypo-methylation) (P<0.0001 for upregulation vs downregulation; Chi-square test).

These observations thus suggest that the changes in gene expression that accompany the LiNKT-LiNKTR1 transdifferentiation process in response to repetitive and sustained ligation of TCRs largely involve expression-promoting changes in DNA methylation that are generally not accompanied by other epigenetic modifications. Exceptions to this de-methylation-only pattern include LiNKTR1 lineage-defining genes such as *Il10* and *Lag3*, where there is also increased chromatin accessibility and enrichment for H3K27ac and H3K4me3 deposition, possibly suggesting the contribution of putative super-enhancers in this process.

### Epigenetic stability of LiNKT versus TFH and Th0 cells

Through a combination of bulk and single-cell transcriptional and epigenetic studies, we have recently shown that TFH cells and pMHCII-NP-induced TR1-like cells (arising from cognate TFH precursors) are epigenetically very similar to each other, yet remarkably different from their Th0 precursors, where changes in gene expression are accompanied by major changes in chromatin structure, transcription-enhancing histone deposition maps, and de-methylation of gene bodies and gene regulatory sequences (24). The data described herein on LiNKT-to-LiNKTR1 cell re-programming, involving significant changes in the LiNKT methylome in the absence of other epigenetic modifications, is in part reminiscent of the epigenetic stability of TFH cells as they transdifferentiate into TR1 cells (24).

We thus compared the extent with which splenic TFH cells or LiNKT cells changed their epigenomes in response to MHC-NP challenge. As shown in **Figure 8** and **Supplementary Figure 2**, most of the TR1 and LiNKTR1 cell genes that were differentially upregulated or downregulated in response to MHC-NP treatment acquired fewer than 2 epigenetic modifications (among the 5 investigated). However, whereas changes in gene expression in LiNKT cells upon αGalCer/CD1d-NP challenge were significantly associated with changes in gene methylation, changes in gene expression in TFH cells upon pMHCII-NP challenge were not (24). In contrast, most of the TFH cell genes that were differentially expressed versus Th0 cells had acquired at least 2 or more modification types. Thus, LiNKT cells, though resistant to most of the epigenetic modifications that Th0 cells undergo to become TFH cells, are particularly susceptible to changes in DNA methylation affecting gene expression.

**Figure 8:**
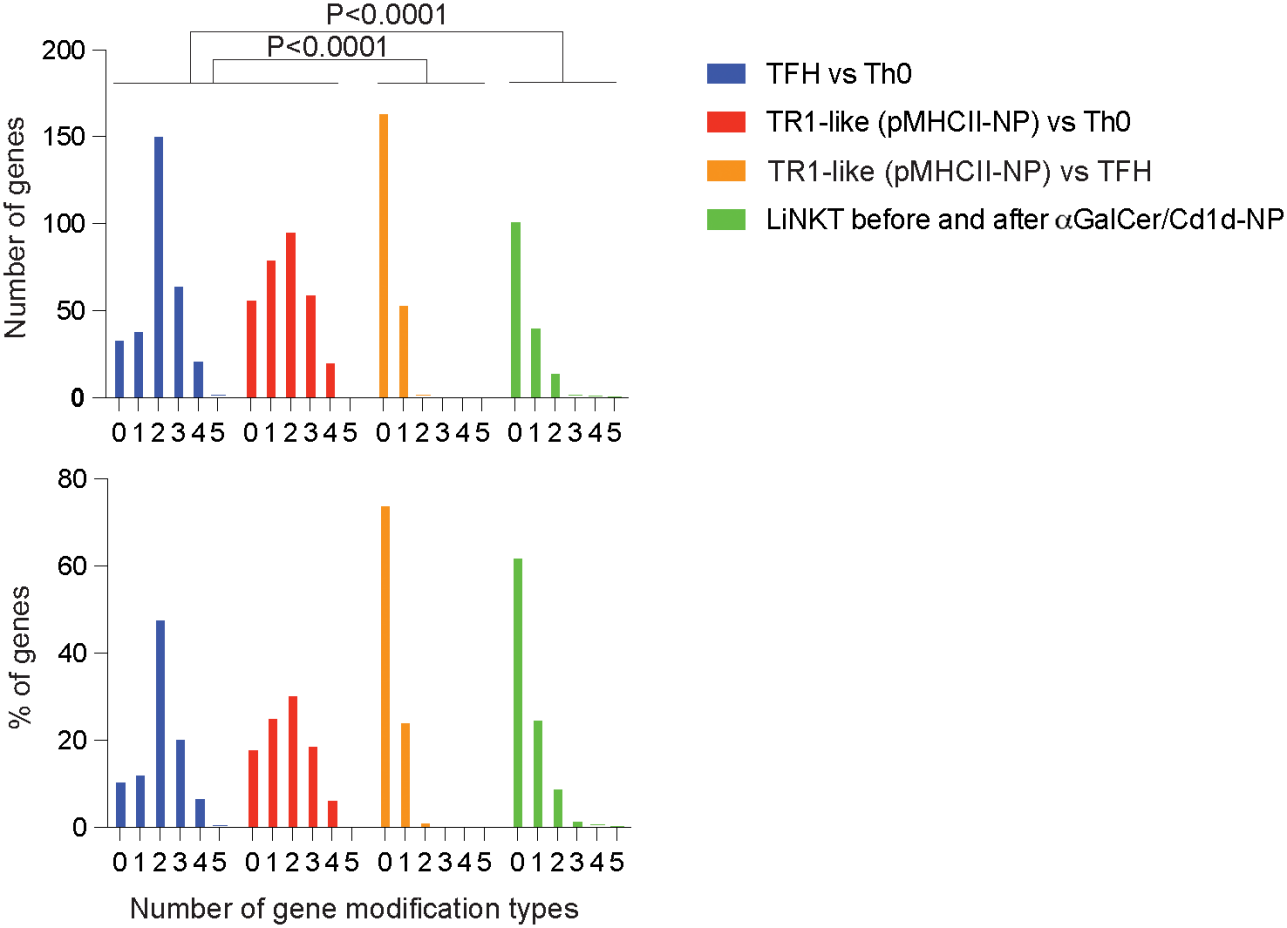
Scope of epigenetic modifications underpinning the re-programming of LiNKT cells in response to αGalCer/CD1d-NPs as compared to the Th0-TFH and TFH-TR1 differentiation pathways. Number of significant gene-associated epigenetic modification types (y-axis; DNA methylation, chromatin accessibility, and H3K27ac and H3K4me3 deposition) among the genes that are differentially expressed in αGalCer/CD1d tetramer+ LiNKT cell clusters 1-4 upon repetitive αGalCer/CD1d-NP encounters, as compared to Th0 vs antigen-induced TFH, pMHCII-NP-induced TR1-like vs Th0 or antigen-induced TFH vs. pMHCII-NP-induced TR1-like cells (24). Top shows absolute number of genes; bottom corresponds to % of genes. Data were compared via Chi-square.

## Discussion

The work described herein sought to investigate the epigenetic underpinnings of the αGalCer/CD1d-NP-induced reprogramming of LiNKT cells into immunoregulatory LiNKTR1 progeny (16). Although our data suggest that LiNKT cells are relatively resistant to global epigenetic reprogramming in response to sustained TCR ligation *in vivo*, they indicate that such cells are particularly susceptible to changes in DNA methylation affecting gene expression.

TCRαβ sequencing indicated that LiNKTR1 cell generation in response to αGalcer/CD1d-NP engagement is neither preceded, nor accompanied by significant LiNKT cell proliferation, supporting a direct conversion of LiNKTs into LiNKTR1 cells. This is in contrast to what has been reported for a single i.p or i.v. injection of soluble αGalCer, which is accompanied by adipose tissue and LiNKT proliferation as measured by Ki67 expression, bromodeoxyuridine (BrdU) incorporation and/or cell cycle gene expression analysis (42). Likewise, these results are at odds with the pMHCII-NP-induced transdifferentiation of cognate TFH cells into TR1 CD4+ T cells, which is immediately preceded by a proliferative burst of antigen-specific TFH cells (22). Thus, whereas αGalCer/CD1d-NP-induced signaling into LiNKT cells triggers the expression of a TR1-like transcriptional program, this event is not preceded by proliferation of LiNKT or LiNKTR1 cells.

In keeping with the peripheral heterogeneity of tissue-resident iNKT cells (1, 43, 44), the αGalCer/CD1d-reactive LiNKT cell pool comprises 4 different cell subclusters. As shown previously, αGalCer/CD1d-NP treatment triggers the *de novo* appearance of a fifth subcluster that expresses a TR1-like transcriptional program (16). The single cell multiome analyses of LiNKT cells from untreated and treated mice reported herein suggest that the LiNKTR1 subcluster (cluster #5) arises from subclusters 1 and/or 2, based on similar open chromatin landscapes and transcriptional make-up. Indeed, our scATACseq data revealed that the treatment-induced upregulation or downregulation of gene expression in LiNKT cells leading to LiNKTR1 cell formation are largely dissociated from the *de novo* appearance or closure of OCRs. Although our epigenetic studies of the LiNKT-LiNKTR1 cell conversion have focused on NOD mouse LiNKT cells, our previous work has demonstrated that αGalCer/CD1d-NP-induced reprogramming of LiNKT cells into LiNKTR1 progeny is not a unique property of the NOD genetic background; it also occurs in both C57BL/6 and NOD.*c3c4* mice (16).

Importantly, although treatment-induced upregulation of LiNKT cell gene expression is positively associated with increased deposition of H3K4me3 and H3K27ac marks at promoters or distal gene regulatory elements of certain genes, it is largely dissociated from the *de novo* appearance of H3K4me3/H3K27ac marks. Furthermore, although acquisition and loss of active enhancers by LiNKT cells in response to treatment do play a modulatory effect in gene expression, the acquisition of new active enhancers does not appear to be a critical step in treatment-induced LiNKT cell reprogramming.

These observations contrast with the important roles that H3K4me3 and H3K27ac deposition play in T helper cell differentiation. For example, upregulation of lineage-specific genes in Th1 cells, such as *Ifng*, is associated with TCR signaling-induced/STAT-dependent deposition of expression-enhancing H3K27ac and H3K4me3 marks on promoters (45), and removal of repressive marks (26). In fact, removal of the latter at bivalent enhancers and promoters of key Th1/Th2-specific cytokine and transcription factor genes, such as *Tbx21* and *Gata3*, are thought to play a major role in T-helper cell differentiation (25–27).

The presence of methyl groups on cytosine-guanine dinucleotide pairs (CpGs) sterically inhibit transcription factor positioning and promote the recruitment of inhibitors of gene expression that recognize DNA methylation. It is noteworthy that the DNA demethylases TET2 and TET3 have been shown to play a critical role in *Tbx21* (T-bet), *Il2rb* (IL2RB) or *Zbtb7b* (ZBTB7B) expression by iNKT cells; in their absence, iNKT cells downregulate IFN-γ expression and shift towards an iNKT17-like phenotype (46, 47). Likewise, the ubiquitin-like containing PHD and RING finger domain-1 (UHRF1) factor, which recruits the DNMT1 DNA methyltransferase has been shown to play an essential role in thymic iNKT cell development (47, 48). Related to this, here we find that αGalCer/CD1d-NP treatment-induced gene upregulation, is positively associated with *de novo* DNA hypo-methylation of gene bodies, promoters and/or distal regulatory elements. For example, the *Zbtb16* gene, coding for the iNKT transcription factor PLZF, undergoes significant de-methylation as LiNKT cells upregulate PLZF expression and transdifferentiate into LiNKTR1 cells. PLZF regulates the expression of genes encoding various LiNKT and LiNKTR1 cytokine receptors, adhesion and homing molecules, by binding to TFs such as GATA-3, c-MAF or RORγ, and by repressing *Bach2* (49). In fact, when we compare the relative weight of the various epigenetic modifications studied herein on gene expression, we find that treatment induced hypo-methylation plays the most significant role. However, the most upregulated genes (i.e. the regulatory cytokines *Il10* and *Il21*, and the co-inhibitory molecules *Lag3* and *Ctla4*) are those that accumulate additional epigenetic modifications favoring gene expression, such as new OCRs and H3K27ac and H3K4me3 marks. Since DNA de-methylation can have a positive effect on H3K27ac, and H3K4me3 deposition can inhibit the recruitment of DNA methyltransferases and thus suppress DNA silencing deposition (50), it is possible that these changes are coordinately regulated to help stabilize the expression of key LiNKTR1 genes. In most cases, however, changes in DNA methylation during the LiNKT-to-LiNKTR1 conversion are generally not accompanied by other epigenetic modifications.

Changes in DNA methylation are also known to play a significant role in the expression of certain T helper cell subset-specific genes. For example, during Th2 differentiation, *Il4*, *Il5* and *Il13*, which are hyper-methylated in naïve T cells (28), are de-methylated and acquire various expression-enhancing histone marks (29, 30). Likewise, *Tbx21*, encoding the Th1 transcription factor T-bet, becomes hyper-methylated in Th2 cells (31). Some of these changes are mediated, at least in part, by the Th2 transcription factor GATA-3 (51, 52). In LiNKTR1 cells, αGalCer/CD1d-NPs upregulated the expression of *Il4* without increasing the expression of *Gata3*, which in fact gained hyper-methylated regions in the gene body. Another example of de-methylation-associated gene upregulation in T cells is *Foxp3*. Whereas in naïve T cells, the *Foxp3* promoter is hyper-methylated, it becomes de-methylated (and marked with H3K27ac and H3K4me3) in FoxP3+ Treg cells (32), either in response to TCR and/or IL-2 and TGF-β signaling (33, 53).

It could be argued that studies modulating the expression/function of Ten-eleven translocation (TET) family proteins and DNA methyltransferases in iNKT cells might provide additional insights into the role of gene de-methylation on the LiNKT-to-LiNKTR1 conversion. However, these studies face significant technical challenges. The αGalCer/CD1d-NP-induced LiNKT-to-LiNKTR1 differentiation pathway, similar to the pMHCII-NP-induced TFH-to-TR1 conversion (24), is a context-dependent *in vivo* process that cannot be reproduced *in vitro*. Systemic *in vivo* modulation of DNA methylation may not be informative, as it would affect physiological processes confounding data interpretation. Our current work seeks to address these limitations by defining the identity of the LiNKT cell subset that gives rise to LiNKTR1 progeny, using conditional transcription factor knock-out mice. Selective modulation of DNA methylation in such cells would overcome, to a significant extent, these caveats.

The above observations confirm that LiNKTs, like their splenic counterparts (15) can indeed remodel their epigenome in response to potent antigenic stimulation, in particular through changes in DNA methylation. However, comparison of the epigenetic events underpinning the differentiation of LiNKT cells into LiNKTR1 cells with those associated with the naïve T cell–TFH and TFH–TR1 differentiation pathways reveal significant differences and similarities, respectively. When compared to Th0 cells, TFH and TR1-like cells possess remarkably different epigenetic landscapes, consistent with the epigenetic plasticity of naive CD4+ T cells, where changes in gene expression leading to TFH generation, for example, are accompanied by major changes in chromatin structure, transcription-enhancing histone deposition maps, and de-methylation of gene bodies and gene regulatory sequences. In contrast, antigen-induced TFH and pMHCII-NP-induced TR1-like cells (arising from cognate TFH precursors) are epigenetically very similar to each other (24). Thus, like TFH cells, but unlike Th0 cells, LiNKT cells are resistant to undergoing large epigenetic modifications of their genome.

In sum, the work reported herein sheds light on the epigenetic mechanisms underlying the differentiation of LiNKT cells into regulatory LiNKTR1 cells, highlighting a dominant role for DNA demethylation. This finding has significant implications for our understanding of iNKT cell biology: it implies that one or more subsets of LiNKT cells (i.e., those giving rise to the LiNKTR1 subset) exhibit unique epigenetic plasticity, largely associated with changes in gene methylation, and that such plasticity allows them to transition into regulatory LiNKT cells. This exposes LiNKT cells as *bona fide* targets for the treatment of autoimmune liver inflammation or other liver inflammatory processes, such as, for example, allogeneic liver transplant rejection. LiNKT cell-targeted modulation of the key epigenetic events underpinning the LiNKT-to-LiNKTR1 differentiation process might help promote this process. For example, by selectively modulating DNA methylation pathways, it might be possible to enhance the therapeutic efficacy of LiNKT cell-based treatments, such as the approach described herein.

## Methods

### Mice

Male and female non-obese diabetic NOD/ShiLtj mice (strain #001976) were obtained from The Jackson Laboratory (Bar Harbor, ME, USA) and their official distributor Charles River Laboratory (Wilmington, MA, USA). Mice were maintained in a specific-pathogen free (SPF) environment with free access to water and food. All experiments detailed within this study were approved by the Cumming School of Medicine of the University of Calgary animal care committee and by the University of Barcelona’s animal ethics committee.

### αGalCer/Cd1d monomer and tetramer production

Empty mouse CD1d monomers were purified from supernatants of CHO-S cells (Invitrogen, San Diego, CA) transduced with lentiviruses encoding a monocistronic message in which β2m and CD1d were separated by the ribosome skipping P2A sequence. The CD1d monomers were engineered to encode a BirA site, a 6×His tag and a free Cys at the carboxyterminal end of the construct. The self-assembled CD1d complexes were purified by nickel chromatography. The purified mCD1d monomers were used for coating onto NPs and/or processed for biotinylation and tetramer formation. Briefly, CD1d monomers were biotinylated using a BirA5000 biotin ligase kit (Avidity, Aurora, CO, USA) according to manufacturer’s indications. Biotinylated monomers were subsequently purified using Pierce Monomeric Avidin Kit (Thermo Fisher Scientific, Waltham, MA, USA) and buffer exchanged on PD-10 desalting columns (GE Healthcare, Chicago, IL, USA). Purified biotinylated monomers were loaded with KRN 7000 lipid (Cayman Chemical Company, Ann Harbor, MI, USA) in the presence of 0.05% PBST for 3 hours at 37°C, and incubated with Streptavidin-APC conjugate (Agilent Technologies, Santa Clara, CA, USA) for 16 hours at 4°C to obtain tetramers.

### Nanoparticle synthesis, mCD1d conjugation and αGalCer loading

Maleimide-functionalized, pegylated iron oxide NPs (PFM series) were produced in a single-step thermal decomposition in the absence of surfactants as described (17). Briefly, 3g Maleimide-PEG (2 kDa MW, Jenkem Tech USA) were melted in a 50mL round bottom flask at 100°C and then mixed with 7 mL of benzyl ether and 2mmol Fe(acac)_3_. The reaction was stirred for 1 hr and heated to 260°C with reflux for 2 hr. The mixture was cooled to room temperature and mixed with 30 mL water. Insoluble materials were removed by centrifugation at 2,000xg for 30 min. The NPs were purified using magnetic (MACS) columns (Miltenyi Biotec, Auburn, CA) and stored in water at room temperature or 4°C. The concentration of iron was determined spectrophotometrically at 410 nm in 2N hydrochloric acid (HCl). To conjugate mCD1d onto PFM, mCD1d monomers were mixed with NPs in 40 mM phosphate buffer, pH 6.0, containing 2mM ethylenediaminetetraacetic acid (EDTA), 150mM NaCl, and incubated overnight at room temperature. mCD1d-conjugated NPs were purified by magnetic separation and concentrated by ultrafiltration through Amicon Ultra-15 (100 kDa cut-off) and stored in PBS. To load αGalCer onto mCD1d-NPs, KRN 7000, dissolved in DMSO, was added to the mCD1d-NP suspension at a molar ratio of 12:1, respectively in the presence of 0.05% PBST and incubated for 3 h at 37°C followed by overnight at 4°C. The αGalCer-loaded CD1d-NPs were subjected to magnetic purification and then sterilized by filtration through 0.2μm filters and stored at 4°C. The size and dispersity of unconjugated and mCD1d-conjugated NPs were assessed via transmission electron microscopy (TEM, Hitachi H7650) and dynamic light scattering (DLS, Zetasizer, Malvern, UK). Pegylated and CD1d/pMHC-NPs were also analyzed via 0.8% agarose gel electrophoresis and native- and denaturing 10% SDS-PAGE.

### αGalCer/CD1d-NP treatment

Cohorts of male and female NOD mice aged 8-10 weeks were intravenously (i.v.) injected with αGalCer/CD1d-NPs in PBS at 20 µg protein/dose in a final volume of 200 μl twice a week for 5 weeks using Ultra-Fine™ 30G insulin syringes (BD, Franklin Lakes, NJ, USA). Control mice were left untreated or treated with Cys-NPs (the exact same amount of iron given with the αGalCer/CD1d-NPs).

### Liver iNKT cell staining and sorting

Mice were bled to completion by severing the heart and abdominal aortas. Liver cell suspensions were subjected to 37.5% isotonic Percoll gradient (Percoll, Sigma-Aldrich) centrifugation in the presence of heparin (10 U/ml), to separate red blood cells (RBCs) and immune cells from non-immune liver cells. Upon hemolysis of RBCs using a red blood cell lysis solution (Miltenyi Biotec), single cell suspensions were sequentially stained with anti-mouse CD16/CD32 mAb for 15 min at room temperature (clone 93; BioLegend), followed by αGalCer/CD1d tetramer (3 to 5 μg/ml, at room temperature for 1h) and anti-mouse TCRβ FITC or PE mAb (5 µg/ml) for 30 min at 4°C (clone H57-597; BD Biosciences). Live TCRβ^int^ tetramer^+^ cells were sorted using FACSAria II, FACSAriaIII or FACSAria SORP instruments (BD Biosciences, Franklin Lakes, NJ, USA). Dead cells were excluded by staining with 7-ADD Viability dye from BD biosciences. BD sorter files were analyzed using FlowJo software (BD). Mouse iNKT cells were isolated 2-3 days after the last αGalCer/CD1d-NP dose.

### 10X single-cell RNA-seq

Alive cells were collected from untreated and αGalCer/CD1d-NP-treated 13-15 wk-old NOD mice in DMEM media (Sigma-Aldrich) supplemented with 10% FBS (Hyclone) at 4 °C, separated into nanoscale gel beads emulsions with a 10X barcode. Cell numbers and viability were assessed using a TC20™ Automated Cell Counter (Bio-Rad Laboratories, Hercules, CA, USA), with a minimum target of 4000 cells. Later, cDNA sequencing libraries were produced using the NextGEM Single-cell 3’ mRNA kit (v3.1; 10X Genomics) following the manufacturer’s instructions. These steps involved GEM-RT clean-up, cDNA Amplification for 13 cycles, and cDNA quality control and quantification using the Agilent Bioanalyzer High Sensitivity chip (Agilent Technologies). Libraries were indexed by PCR using the PN-220103 Chromium i7 Sample Index Plate. Finally, sequencing was carried out on a NovaSeq 6000 sequencer (Illumina).

### 10X single-cell multiome (scRNAseq+scATACseq)

For 10X multiome RNA-seq+ATAC-seq, LiNKT cells were sorted from untreated (n=5; 13-15wk-old) and αGalCer/CD1d-NP-treated male NOD mice (n=4; 13-15wk-old), to obtain a total of 300.000 and 250.000 live LiNKT cells in DMEM media (Sigma-Aldrich) supplemented with 10% FBS (Hyclone). Cells were lysed at 4°C, and nuclei isolated. Nuclei were used for transposition of adapter sequences and processed for single-cell barcoding and library generation following the manufacturer’s instructions (CG000338; 10X Genomics). Briefly, isolated nuclei were partitioned into Gel Bead-In-Emulsions to produce barcoded cDNA from poly-adenylated mRNA as described above, as well as barcoded DNA fragments, and processed for library amplification and sequencing on a NovaSeq 6000 sequencer (Illumina), also as described above.

### Smartseq2 scRNAseq

One-cell sorting of LiNKTs from untreated and αGalCer/CD1d-NP-treated mice (n=3 male mice/group; 13-15 wk-old) was performed in SMARTseq2 96-well plates (PerkinElmer, Waltham, MA, USA) containing 100 µl lysis buffer/well, consisting in 0.2% v/v Triton-100 with RNase inhibitor. Full-length single-cell RNA sequencing libraries were prepared using a modified Smart-seq protocol (54). A reverse transcription reaction was done in presence of oligo-dT30VN, betaine and template-switching oligonucleotides. Complementary DNA was then amplified with KAPA Hifi Hotsart RadyMix (Kappa Biosystems) and ISPCR primer in 25 cycles. The PCR product was purified with Agencourt Ampure XP beads (Beckman Coulter) and analyzed with a High Sensitivity DNA kit (Agilent Technologies). 200 pg of the cDNA product were fragmented with Nextera^®^ XT (Illumina) and amplified with indexed Nextera^®^ PCR primers. Products were purified twice with Agencourt AMPure XP beads and quantified again using a Bioanalyzer High Sensitivity DNA Kit. Sequencing of Nextera^®^ libraries from 384 cells was carried out using one sequencing lane on an Illumina HiSeq2500 v4 or HiSeq4000 to 500K reads/cell.

### ATACseq

ATAC-seq was done on LiNKT cells isolated from untreated and αGalCer/CD1d-NP-treated mice (n=3 male mice/group; 13-15 wk-old). 7x10^4^ cells were sorted in PBS and processed for library preparation as described (55). Briefly, cells were lysed in cold lysis buffer (10 mM Tris-HCl, pH 7.4,10 mM NaCl, 3 mM MgCl2, and 0.1% IGEPAL CA-630) to isolate nuclei. The purified nuclei were washed, resuspended in the transposase reaction mix (25 μl 2x TD buffer, 2.5 μl transposase (Illumina) and 22.5 μl nuclease-free water) and incubated for 30 min at 37°C. DNA was purified with MinElute Reaction Cleanup kit (Qiagen). Libraries were generated with NEBNext^®^ High Fidelity PCR kit (New England Biolabs, Ipswich, MA, USA) using 1x NEB Next PCR master mix (New England BioLabs) and 1.25 μM of custom Nextera PCR primers. Libraries were rendered using the barcoded primers Ad1_noMX as forward and Ad2.1-6 as reverse and purified using a PCR cleanup kit (Qiagen), yielding a final concentration of about 30 nM in 20 μl. Libraries were then analyzed on Bioanalyzer using an Agilent DNA High Sensitivity chip (Agilent Technologies, Santa Clara, CA, USA) to estimate the quantity and size distribution. Next, they were quantified by qPCR using the KAPA Library Quantification Kit before amplification with Illumina’s cBot. Libraries were finally loaded at 3.33 pM onto the flowcell and sequenced 1 x 50 on Illumina’s HiSeq 2500 to obtain 30-40 million reads/sample.

### ChIP-seq

Chromatin immunoprecipitation (ChIP) and sequencing was performed on LiNKT cell samples from untreated and αGalCer/CD1d-NP-treated NOD mice (n=3/group; 13-15 wk-old) for H3K4me3and H3K27Ac bound DNA via ChIP-seq following van Arensbergen’s protocols (56). LiNKT cells were sorted, fixed with 16% paraformaldehyde (PFA; Electron Microscopy Sciences, Hatfield, PA, USA) in DMEM (Sigma-Aldrich) supplemented with 10% FBS (Hyclone) and frozen at -80°C until processed. We used 1-1.5x10^6^ LiNKTs/sample. Cells were lysed, sheared, and sonicated using an S220 Focused-ultrasonicator (Covaris, Woburn, MA, USA) (13 min, 105 W, 2% Duty Factor, 200 cycles). This was followed by overnight incubation with the precipitating antibody: 0.5 µL of H3K4me3 (Sigma), and 2 µL of H3K27Ac (Abcam, Cambridge, United Carlsbad, CA, USA) and precipitated using Protein-A-Dynabeads (Abcam). RNA was cleared using RNAse A (Qiagen) (1 hour at 65°C), and decrosslinking was performed overnight with proteinase K at 65°C. DNA was finally purified with Phenol-Chloroform and EtOH-precipitation. After quality control validation on a Bioanalyzer (Agilent Technologies), samples were sent for sequencing. Libraries were prepared using the NEB Next Ultra DNA Library Prep kit (Illumina) following the manufacturer’s protocol, analyzed with DNA High Sensitivity kit (Agilent Technologies), and quantified via qPCR using the KAPA Library Quantification Kit (Kapa Biosystems). Libraries were loaded at a concentration of 2.75 pM onto flowcells and were sequenced 1 x 50 on Illumina’s HiSeq 2500 to get 30-40 million reads/sample.

### Methylome

Six replicates of LiNKTs (4-5x10^5^ cells/sample) were obtained from untreated female NOD mice (n=7, 17wk-old) and αGalCer/CD1d-NP-treated NOD mice (n=4, 16wk-old) by cell sorting. Genomic DNA was extracted using the DNeasy Blood and Tissue kit (Qiagen) following the manufacturer’s instructions, and frozen at -20°C. Samples were sent to Beijing Genomics Institute (BGI, Shenzhen, China) for sequencing. DNA was processed by Whole Genome Bisulfite Sequencing (WGBS). Briefly, DNA was sonicated to a mean size of 250 bp using a Bioruptor (Diagenode, Seraing (Ougrée), Belgium) followed by blunt-ending, dA addition to the 3’-end and ligation of methylated adaptors to protect from bisulfite conversion. Ligated DNA was bisulfite converted using the EZ DNA Methylation-Gold kit (ZYMO, Irvine, CA, USA). After treatment with sodium bisulfite, unmethylated cytosine residues were converted to uracil, leaving 5-methylcytosine (5mC) unaffected. Different insert size fragments were excised from the same lane of a 2% TAE agarose gel. Products were purified using a QIAquick Gel Extraction kit (Qiagen) and amplified by PCR; after PCR amplification, uracil residues were converted to thymine. Sequencing was performed 2 x 150 bp using the NovaSeq 6000 System (Illumina).

### Bioinformatic and statistical analyses

All fastq files obtained for each omics analysis were assessed for quality control metrics before further analysis with the FastQC tool. Sources for the indicated bioinformatic packages and tools are described further below.

#### ATAC-seq and ChIP-seq

For bulk ATAC-seq analysis, Illumina adapters and low-quality bases were first removed from fastq files reads using Trimmomatic. Next, reads were aligned to the GRCm38 mouse genome using bowtie2, and duplicates were removed using Picard’s `MarkDuplicates`. Then peaks were called using MACS2 with a q-value cutoff of 0.05, read extension of 5’->3’ of 150, and keeping duplicates as they had been removed previously (`-q 0.05 –nomodel –extsize 150 –keep-dup all`). The resulting BAM files were processed into bigwig format for genomic track representation using samtools, deeptools, and trackViewer.

For ATAC-seq analysis, which included various replicates, differential open chromatin regions between samples were analyzed using DiffBind using BAM and peakset files. For ChIP-seq data, differential peaks between samples were obtained using GSA (Gene Set Analysis) from Partek^®^. Peaks were annotated using `annotatePeak` from the ChIPseeker package, using the UCSC mm10 reference included in org.Mm.eg.db and TxDb.Mmusculus.UCSC.mm10.knownGene R packages.

#### Methylome

Upstream bioinformatic analysis of whole-genome methylome data was performed by the bioinformatics team at BGI. In short, sequencing data was filtered to remove adaptor sequences and low-quality reads from raw reads. Filtered data was mapped to the *Mus musculus* reference genome (mm10) (parameters for paired-end reads: *-v 9 -z 33 -p 8 -n 0 -w 20 -s 16 -f 10 -L 100*) by BSMAP, and duplication reads were removed and mapping results merged for each library. The mapping and bisulfite conversion rates were measured for each sample to check the quality of the alignment. Only uniquely mapped data were used to get methylation data. Methylation level was determined by dividing the number of reads covering each mC by the total reads covering that cytosine. Differentially methylated regions (DMRs) were identified by comparing control and treated samples’ methylomes in areas that contained at least 5 CpG (CHG or CHH) sites with a 2-fold change in methylation level and Fisher’s test P value ≤ 0.05. DMRs between conditions (untreated vs treated) were calculated using the metilene tool. Adjacent DMRs were considered interdependent or joined into one continuous DMR if all the regions were differentially methylated between samples. Genomic tracks for methylome data were represented using the trackViewer R package.

#### SmartSeq2 RNAseq

For each successfully sequenced cell, STAR v2.5.4b was used to align the reads to the mouse reference genome GRCm38, and to obtain gene counts per cell matrices. TCR sequences were reconstructed from Smart-seq data with TraCeR v.0.5.1. We performed the secondary analysis of gene expression using the Seurat R package, where we first discarded poor quality cells based on features counts and mitochondrial and ribosomal content. Then data were normalized, scaled, and dimensionally reduced using PCA (Principal Component Analysis) and either t-SNE (t-distributed stochastic neighbor embedding) or UMAP (Uniform Manifold Approximation and Projection). Finally, cells were clustered using K-means, and visualization and differential analysis were performed.

#### Single-cell Multiome (scRNAseq+scATACseq)

10X multiomic data of simultaneous RNA-seq and ATAC-seq were analyzed using 10x Genomics software Cellranger-ARC. In short, gene expression matrices from gene expression data were obtained by alignment to reference genome (GRCm38) using STAR. UMIs (reads) and cell barcodes were filtered, grouped, and counted. Cells were called and their gene expressed reported in matrices based on RNA content for each cell barcode. Transposase accessibility data were processed to remove adapter sequences and trimmed. Alignment was performed using the BWA-MEM algorithm, using a fixed insert size distribution, and duplicates were removed. Peaks were called across all the cells to maximize the signal and then separated by barcode, obtaining peak-barcode matrices. Subsequently, gene expression and peak matrices were combined and analyzed using Seurat and Signac packages. Data were first filtered for poor-quality cells using features and peaks counts, mitochondrial content, nucleosome signal, and transcription start site (TSS) enrichment. RNA and ATAC data were normalized and scaled using `SCTransform` and `RunTFIDF` functions, respectively. Also, each dataset was dimensionally reduced using PCA for RNA and LSI for ATAC and either t-SNE or UMAP. Simultaneous multidimensional reduction of joint RNA-seq and ATAC-seq data was performed using the weighted-nearest neighbor (WNN) algorithm from Seurat and clustered using the `FindClusters` function and K-means functions.

#### Active enhancer prediction

ATAC-seq and H3K27ac-ChIPseq were used to predict potential active enhancer regions. Using the ‘GenomicRanges’ package in R Studio, all peaks called for ATAC-seq overlapping peaks called for H3K27Ac deposition in the same sample, that were not in a promoter region (2 kb region upstream of TSS), were considered active enhancers. The level of differential methylation in these predicted active enhancers was also measured.

#### Chromosome views

We used the trackViewer R package to combined the information from RNAseq, ATACseq, ChIPseq and methylation data in linear plots representing gene tracks for specific genes. Alignment bam files for RNAseq, ATACseq and ChIPseq were obtained from Partek Flow and then transformed to BigWig (input data type for genomicRanges) format using bamCoverage (deepTools) and samtools tools to be uploaded into R.

#### Software and tools used for bioinformatic analyses

BiocManager (v1.30.16) (https://cran.r-project.org/package=BiocManager%0A%0AbiomaRt (v2.48.3)) (57); Bowtie2 (v2.4.2) (58); BSMAP (v3.0) (59); BWA (v0.0.7) (60); Cellranger (v6.0) (https://support.10xgenomics.com/single-cell-gene-expression/software/pipelines/latest/what-is-cell-ranger); Cellranger-arc (v2.0) (https://support.10xgenomics.com/single-cell-multiome-atac-gex/software/pipelines/latest/what-is-cell-ranger-arc); ChipSeeker (v1.28.3) (61); clusterProfiler (v4.0.5) (62) Deeptools (v3.5.0) (63); Deseq2 (v1.32.0) (64); DiffBind (v3.2.7) (65); FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/); Gene Ontology (66) (http://geneontology.org); Genomic Ranges (v1.44.0) (67); MACS2 (v2.2.7.1) (68); Monocle3 (v1.0.1) (69); org.Mm.eg.db (v3.13.0) (https://bioconductor.org/packages/release/data/annotation/html/org.Mm.eg.db.html); Picard (v2.25.0) (https://broadinstitute.github.io/picard/); R (v4.1.0), R Core Team (2020). — European Environment Agency, n.d.) (https://www.eea.europa.eu/data-and-maps/indicators/oxygen-consuming-substances-in-rivers/r-development-core-team-2006); Rstudio (v1.4.1103) (RStudio | Open Source & Professional Software for Data Science Teams - RStudio, n.d.) (https://www.rstudio.com/); R- trackViewer Bioconductor package (https://github.com/jianhong/trackViewer); Samtools (70) (http://samtools.sourceforge.net); Seurat (v4.0.3) (71); Signac (v1.3.0) (72); STAR (v2.7.10a) (73); Tidyverse (v1.3.1) (https://www.tidyverse.org); Trackviewer (v1.31.1) (74); Trimmomatic (v.039) (75).

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GSE168488 (bulk RNA-seq data) and GSE250192 (SmartSeq2 scRNA-seq, ATAC-seq, ChIP-seq, methylome, and single-cell multiome data) (GEO).

# Supplementary material for: Transcriptional re-programming of liver-resident iNKT cells into T-regulatory type-1-like liver iNKT cells involves extensive gene de-methylation
**Source:** Front Immunol. 2024 Sep 9;15:1454314. doi: 10.3389/fimmu.2024.1454314
**Supplement:** Supplementary file 1

**Supplementary Table 1. List of selected iNKT-relevant markers**

| Genes (protein name)            | iNKT1 <sup>a</sup> | iNKT2 <sup>a</sup> | iNKT17 <sup>a</sup> | iNKT10 <sup>a</sup> | FoxP3+ iNKT <sup>a</sup> | ATR iNKT <sup>a</sup> | Breg-induced iNKT <sup>a</sup> | iNKT-FH <sup>a</sup> |
|---------------------------------|--------------------|--------------------|---------------------|---------------------|--------------------------|-----------------------|--------------------------------|----------------------|
| <i>Zbtb16</i> (Plzf)            | +/-                | +                  | +                   | -                   | +                        | -                     | +                              | ?                    |
| <i>Tbx21</i> (Tbet)             | +                  | -                  | -                   | ?                   | ?                        | ?                     | ?                              | ?                    |
| <i>Gata3</i> (Gata-3)           | +/-                | +                  | +                   | ?                   | ?                        | ?                     | ?                              | ?                    |
| <i>Rorc</i> (Roryt)             | -                  | -                  | +                   | ?                   | ?                        | ?                     | ?                              | ?                    |
| <i>Foxp3</i> (Foxp3)            | -                  | -                  | -                   | -                   | +                        | -                     | -                              | ?                    |
| <i>Maf</i> (Maf)                | -                  | -                  | +                   | ?                   | ?                        | ?                     | ?                              | ?                    |
| <i>Nfil3</i> (E4bp4)            | -                  | -                  | -                   | +                   | ?                        | +                     | -                              | ?                    |
| <i>Bcl6</i> (Bcl6)              | ?                  | ?                  | ?                   | -                   | ?                        | ?                     | ?                              | +                    |
| <i>IRF4</i> (Irf4)              | -                  | +                  | +                   | ?                   | ?                        | ?                     | ?                              | ?                    |
| <i>Lef1</i> (Lef-1)             | +                  | +                  | +                   | +                   | ?                        | ?                     | ?                              | ?                    |
| <i>Cd24a</i> (CD24)             | +/-                | +/-                | +/-                 | +                   | ?                        | ?                     | ?                              | ?                    |
| <i>Cd44</i> (CD44)              | +                  | +                  | +                   | ?                   | ?                        | ?                     | ?                              | ?                    |
| <i>Klrb1b/c</i> (NK1.1)         | +                  | -                  | +/-                 | +/-                 | ?                        | +/-                   | ?                              | ?                    |
| <i>Ifng</i> (IFN $\gamma$ )     | +                  | -                  | -                   | ?                   | ?                        | ?                     | ?                              | ?                    |
| <i>Il2</i> (IL-2)               | -                  | -                  | -                   | ?                   | ?                        | +                     | ?                              | ?                    |
| <i>Il4</i> (IL-4)               | +                  | +                  | -                   | ?                   | ?                        | +                     | ?                              | ?                    |
| <i>Il17a</i> (IL-17)            | -                  | -                  | +                   | ?                   | ?                        | ?                     | ?                              | ?                    |
| <i>Il10</i> (IL-10)             | -                  | -                  | -                   | +                   | ?                        | +                     | ?                              | ?                    |
| <i>Il21</i> (IL-21)             | -                  | -                  | -                   | ?                   | ?                        | ?                     | ?                              | +                    |
| <i>Il2rb</i> (CD122)            | +                  | -                  | -                   | ?                   | ?                        | ?                     | ?                              | ?                    |
| <i>Mirlet7</i> (Let-7)          | +                  | ?                  | ?                   | ?                   | ?                        | ?                     | ?                              | ?                    |
| <i>Zfp683</i> (Hobit)           | +                  | ?                  | ?                   | ?                   | ?                        | ?                     | ?                              | ?                    |
| <i>Il17rb</i> (IL-17R $\beta$ ) | -                  | +                  | +/-                 | ?                   | ?                        | ?                     | ?                              | ?                    |
| <i>Tnfsf11</i> (Rankl)          | -                  | +                  | +                   | ?                   | ?                        | ?                     | ?                              | ?                    |
| <i>Tnfrsf4</i> (CD134)          | ?                  | ?                  | ?                   | +                   | ?                        | ?                     | ?                              | ?                    |
| <i>Il7r</i> (IL-7R)             | ?                  | ?                  | ?                   | +                   | ?                        | ?                     | ?                              | ?                    |
| <i>Tgfb2</i> (Tgf $\beta$ 2)    | ?                  | ?                  | +                   | ?                   | ?                        | ?                     | ?                              | ?                    |
| <i>Lag3</i> (Lag-3)             | ?                  | ?                  | ?                   | ?                   | ?                        | ?                     | ?                              | ?                    |
| <i>Ctla4</i> (Ctla-4)           | ?                  | ?                  | ?                   | +                   | ?                        | ?                     | ?                              | ?                    |
| <i>Slamf6</i> (Slaf6)           | -                  | +                  | -                   | +                   | ?                        | ?                     | ?                              | ?                    |
| <i>Itga4</i> (CD49d)            | ?                  | ?                  | -                   | +                   | ?                        | ?                     | ?                              | ?                    |
| <i>Itgae</i> (CD103)            | ?                  | ?                  | +                   | -                   | ?                        | ?                     | ?                              | ?                    |
| <i>Pdcd1</i> (Pd1)              | ?                  | ?                  | ?                   | +                   | ?                        | ?                     | ?                              | +                    |
| <i>Tigit</i> (Tigit)            | ?                  | ?                  | ?                   | ?                   | ?                        | ?                     | ?                              | ?                    |
| <i>Ccr6</i> (Ccr6)              | -                  | -                  | +                   | ?                   | ?                        | ?                     | ?                              | ?                    |
| <i>Ccr9</i> (Ccr9)              | -                  | +                  | -                   | +                   | ?                        | ?                     | ?                              | ?                    |
| <i>Cxcr5</i> (Cxcr5)            | -                  | +                  | -                   | ?                   | ?                        | ?                     | ?                              | +                    |
| <i>ICOS</i> (Icos)              | +/-                | +                  | +                   | +                   | ?                        | ?                     | ?                              | +                    |
| <i>Nrp1</i> (Nrp1)              | ?                  | ?                  | ?                   | +                   | ?                        | ?                     | ?                              | ?                    |
| <i>Izumo1r</i> (Fr4)            | ?                  | ?                  | ?                   | +                   | ?                        | ?                     | ?                              | ?                    |
| <i>Cd27</i> (CD27)              | +                  | +                  | -                   | ?                   | ?                        | ?                     | ?                              | ?                    |

<sup>a</sup> From references (-, not expressed; +/-, low; +, expressed) (1, 2, 3, 4, 5, 6, 7, 8, 9, 10, 11, 12, 13, 14)

1. Doisne JM, *et al.* Skin and peripheral lymph node invariant NKT cells are mainly retinoic acid receptor-related orphan receptor (gamma)t+ and respond preferentially under inflammatory conditions. *J Immunol* **183**, 2142-2149 (2009).
2. Monteiro M, *et al.* Identification of regulatory Foxp3+ invariant NKT cells induced by TGF-beta. *J Immunol* **185**, 2157-2163 (2010).
3. Chang PP, *et al.* Identification of Bcl-6-dependent follicular helper NKT cells that provide cognate help for B cell responses. *Nat Immunol* **13**, 35-43 (2011).
4. King IL, *et al.* Invariant natural killer T cells direct B cell responses to cognate lipid antigen in an IL-21-dependent manner. *Nat Immunol* **13**, 44-50 (2011).
5. Schipper HS, *et al.* Natural killer T cells in adipose tissue prevent insulin resistance. *J Clin Invest* **122**, 3343-3354 (2012).
6. Lee YJ, Holzapfel KL, Zhu J, Jameson SC, Hogquist KA. Steady-state production of IL-4 modulates immunity in mouse strains and is determined by lineage diversity of iNKT cells. *Nat Immunol* **14**, 1146-1154 (2013).
7. Sag D, Krause P, Hedrick CC, Kronenberg M, Wingender G. IL-10-producing NKT10 cells are a distinct regulatory invariant NKT cell subset. *J Clin Invest* **124**, 3725-3740 (2014).
8. Lynch L, *et al.* Regulatory iNKT cells lack expression of the transcription factor PLZF and control the homeostasis of T(reg) cells and macrophages in adipose tissue. *Nat Immunol* **16**, 85-95 (2015).
9. Berga-Bolanos R, Zhu WS, Steinke FC, Xue HH, Sen JM. Cell-autonomous requirement for TCF1 and LEF1 in the development of Natural Killer T cells. *Mol Immunol* **68**, 484-489 (2015).
10. Gapin L. Development of invariant natural killer T cells. *Curr Opin Immunol* **39**, 68-74 (2016).
11. Engel I, *et al.* Innate-like functions of natural killer T cell subsets result from highly divergent gene programs. *Nat Immunol* **17**, 728-739 (2016).
12. Crosby CM, Kronenberg M. Tissue-specific functions of invariant natural killer T cells. *Nat Rev Immunol* **18**, 559-574 (2018).
13. Wang H, Hogquist KA. How Lipid-Specific T Cells Become Effectors: The Differentiation of iNKT Subsets. *Front Immunol* **9**, 1450 (2018).
14. Oleinika K, *et al.* CD1d-dependent immune suppression mediated by regulatory B cells through modulations of iNKT cells. *Nature communications* **9**, 684 (2018).

A

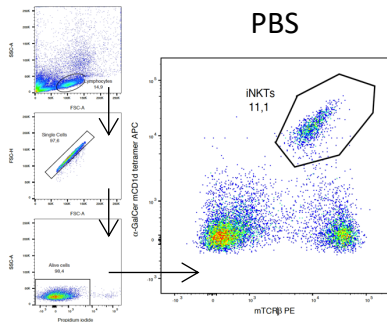

B

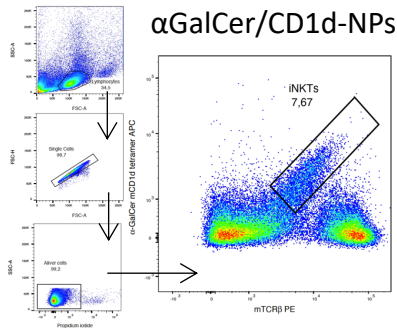

**Supplementary Fig. 1. Representative LiNKT cell sorting flow cytometry gating profiles.**

Sorting strategy: Lymphocytes > Single cells > Live cells (propidium iodide–) > LiNKTs (TCR $\beta$ -FITC<sup>int</sup>CD1d tetramer-APC+). **A**, Cells from untreated mice. **B**, Cells from mice treated with  $\alpha$ GalCer/CD1d-NPs.

# A

## Suppl. Fig. 2

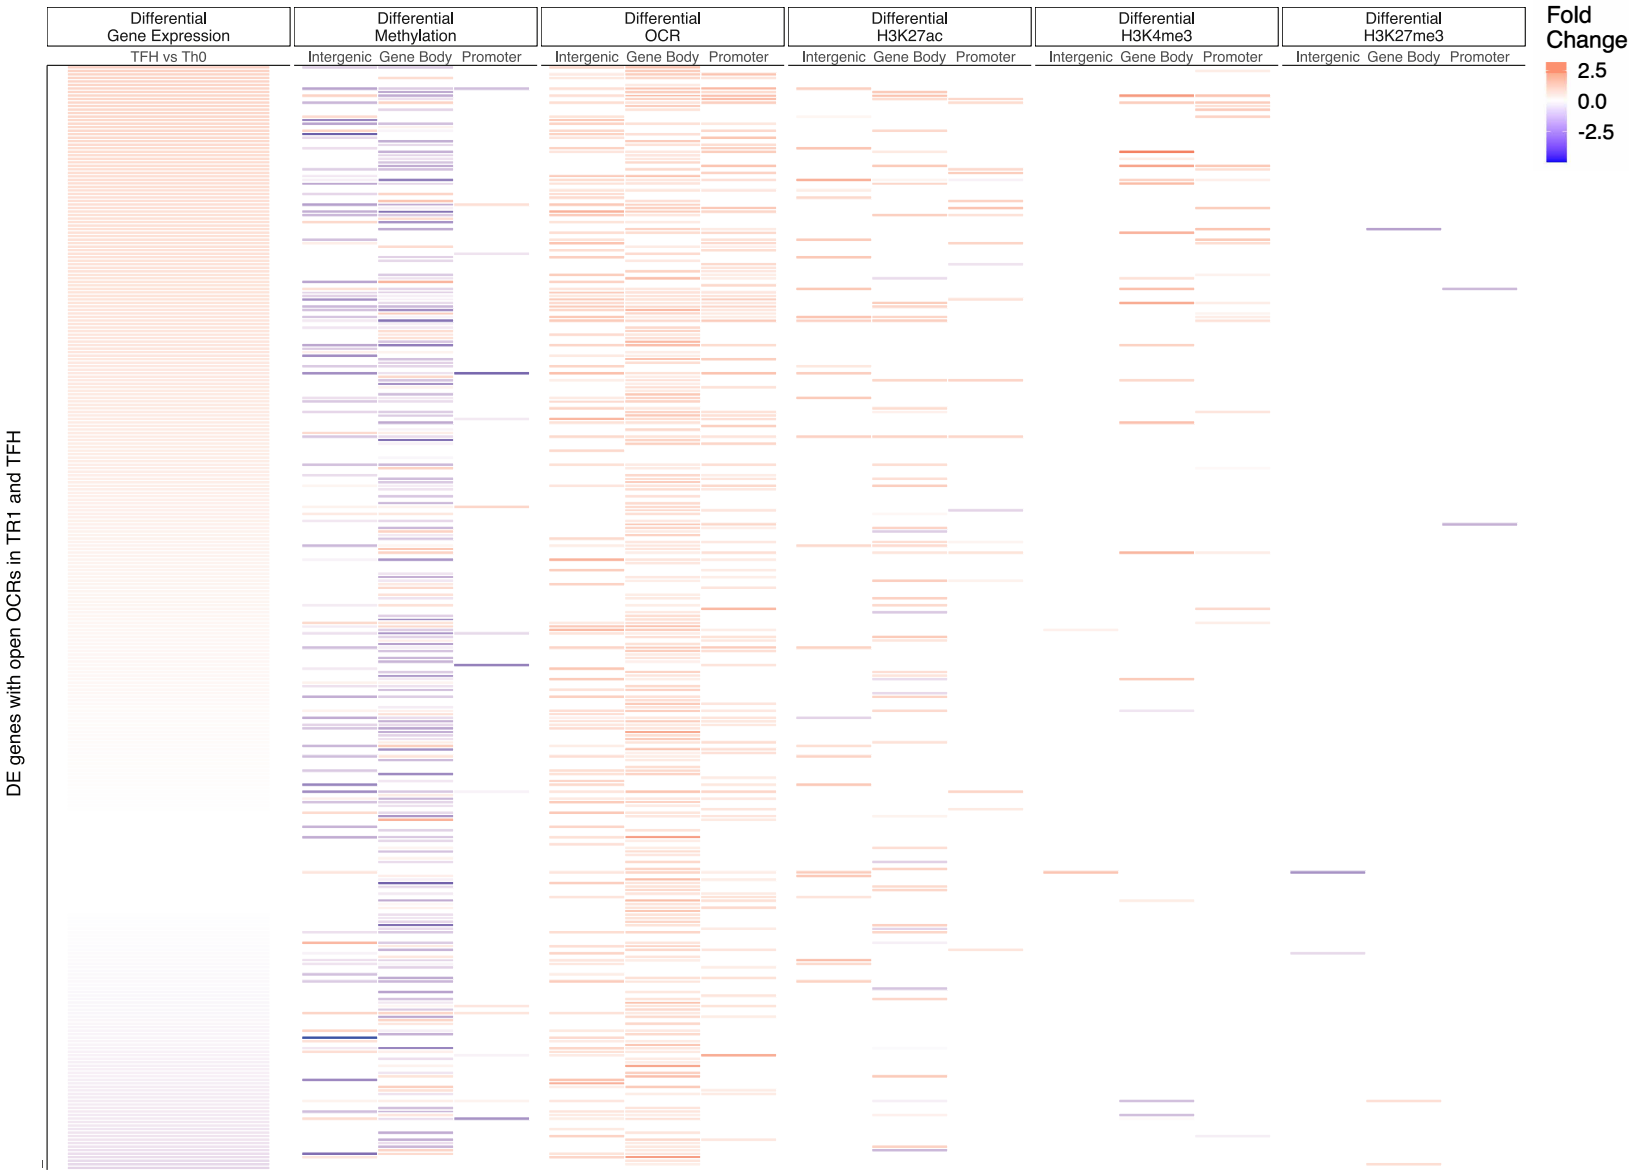

B

Suppl. Fig. 2

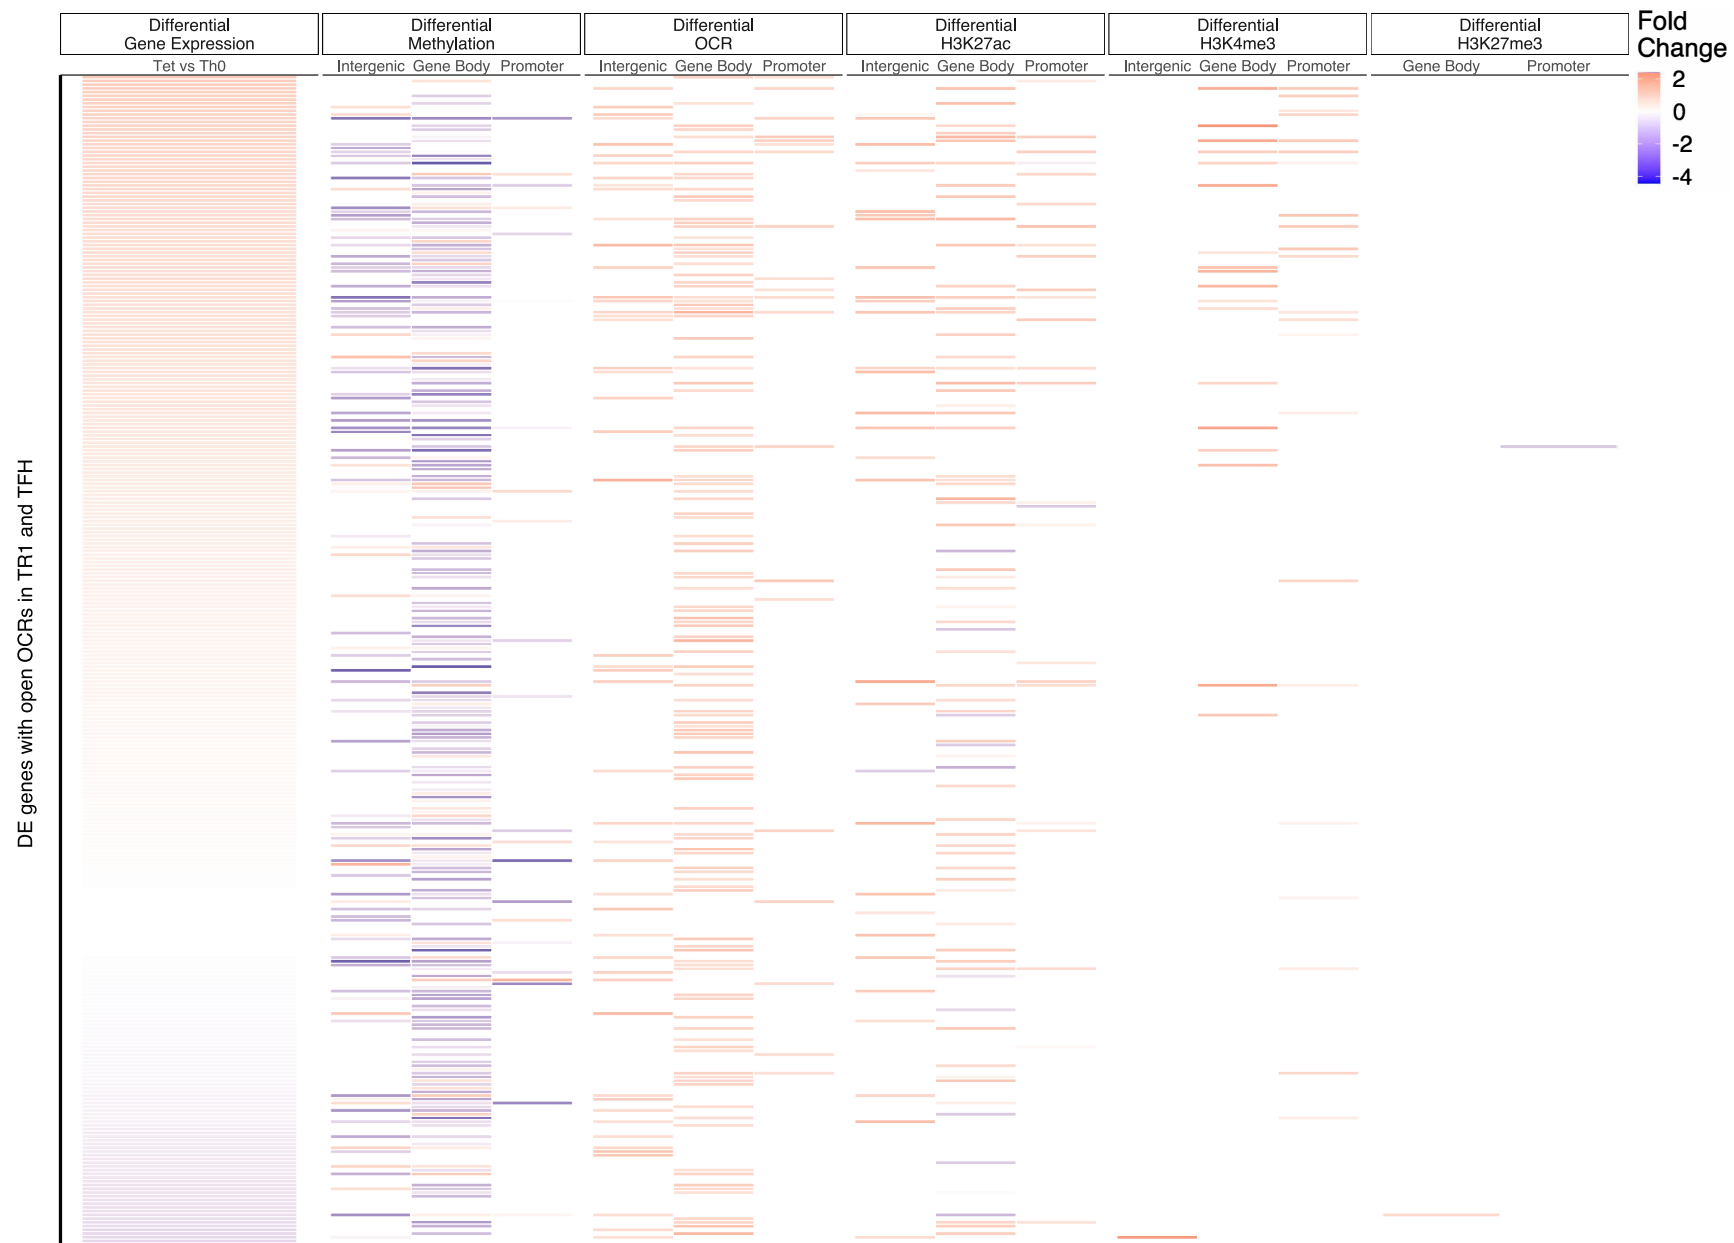

C

Suppl. Fig. 2

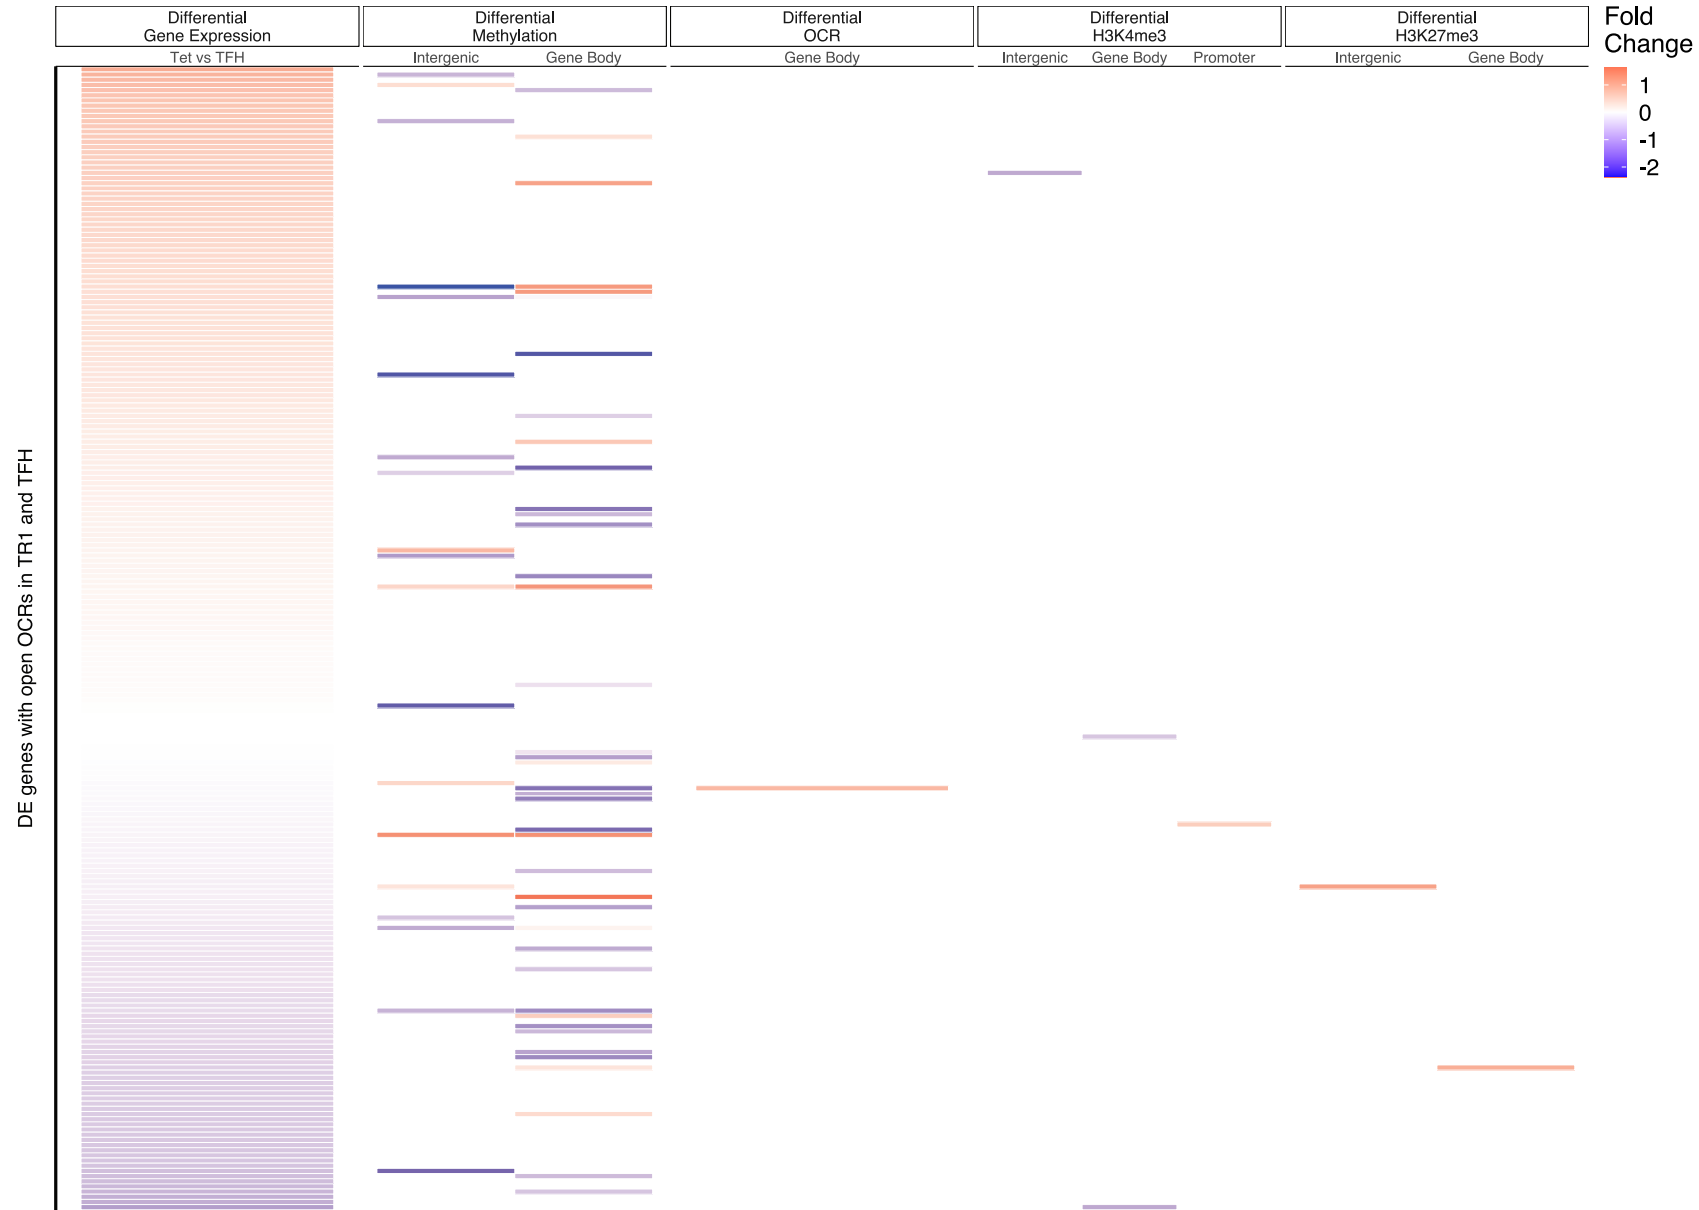

D

Suppl. Fig. 2

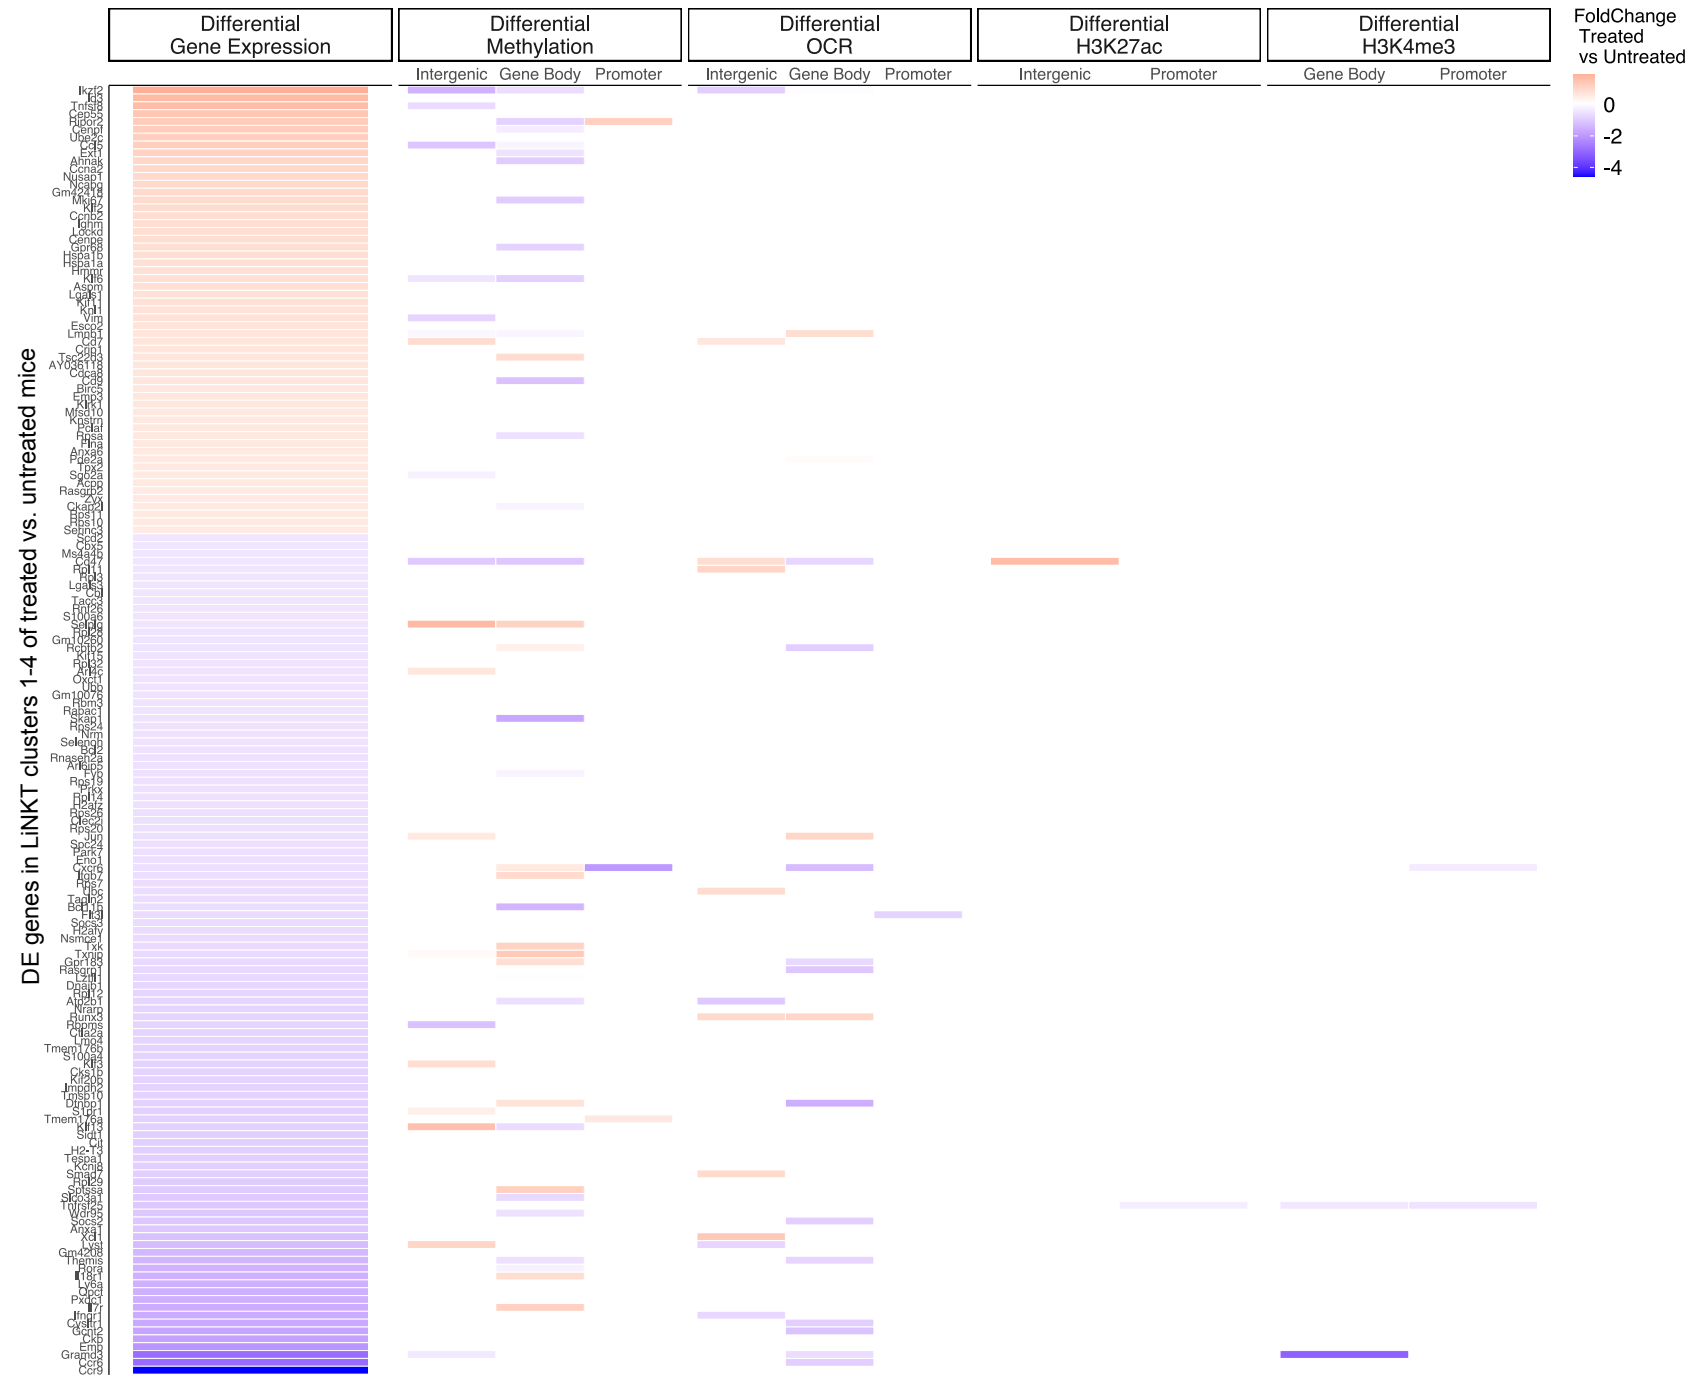

**Supplementary Fig. 2. Distribution of epigenetic modifications underpinning the re-programming of LiNKT cells in response to  $\alpha$ GalCer/CD1d-NPs as compared to the Th0-TFH and Th0-TR1-like cell differentiation pathways.** Figure provides heatmaps displaying the specific types of epigenetic modifications associated with differential gene expression among the various T cell subsets studied herein.

How the deposited data were processed for this re-analysis (not part of the article)

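Several kinds of tables deposited by the authors were used: the differentially methylated regions and the methylation of single cytosines from whole genome bisulfite sequencing, the gene counts of single LiNKT cells from SmartSeq2, and the chromatin fragments of the multiome. Each compares, or pools, untreated and αGalCer/CD1d-NP-treated NOD mice. Samples were grouped by their labels alone. Every kind of data has 1 sample per group here, so that no test between samples was possible; the tests below are made on genes.

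For the bisulfite sequencing, the authors' provider filtered the reads, mapped them to mm10 (GRCm38) with BSMAP, removed duplicates, merged the mapping results of each library and kept unique reads. How the replicates of a group became 1 value is not stated. The fraction values in the deposited site table are methylated over all reads at a cytosine, rounded to 2 decimals. Regions were called by the authors with metilene; the deposited table gives for each region a q-value corrected for multiple tests, the mean fraction of each group, the number of CpGs counted on both strands, and the difference of the means as a score (untreated minus treated). Read depth and bisulfite conversion rates are not in the tables used here, so that the precision of a fraction is unknown and a minimum depth could not be set. In 54 of the 2873 regions the stated difference was more than 0.001 from the difference of the stated means; these regions were longer (median of 47.5 CpGs against 16), and none had the other sign.

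The count values of the SmartSeq2 cells are those deposited by the authors: reads aligned with STAR to GRCm38 and counted per gene and cell, without normalization. Of 284 untreated and 282 treated cells, those in Datasheet 2 were used; it has 525 entries for 524 different cells. The 11 untreated and 31 treated cells left out are not in Datasheet 2. A share of cells at 0 leaves room for 3 over the number of cells, and a gene at 0 in a group for 3 counts over that group. The chromatin count values are fragments as deposited by the authors after alignment with BWA-MEM and removal of duplicates in Cell Ranger ARC; each end of a fragment is an insertion. The barcode endings could not be assigned to a group, so that both were pooled. Labels of ChIP-seq, bulk ATAC-seq and 10X RNA samples come without a table used here, and those data were not analysed here.

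Genes follow GENCODE release M21. A region was paired with a gene body by an overlap of at least 1 base, with a promoter by an overlap with the 2 kb on either side of the TSS, and with an intergenic region if it overlaps no gene body and lies within 50 kb of the TSS. The pairing was checked with bedtools 2.31.1 (1609 genes with a region in the body by both, 0 differing). The paper's 162 upregulated and 76 downregulated genes were taken from Datasheet 14; Gm45884 and AC121801.1 are not in the annotation, which leaves 160. The sequence around each cytosine was read from GRCm38 to separate CpG, CHG and CHH sites. The means over sites were compared with the table's fractions region by region.

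The upregulated and downregulated genes, and the 13 upregulated and the other 33 iNKT-relevant genes, were compared by Fisher's exact test (two-sided), with Benjamini-Hochberg correction over the 6 tests of both lists and, for the other tests, over all 12. Lists were also placed among 10000 random lists of the same size, matched on gene length in 10 bins. For expression, counts were summed over cells and scaled to CPM, and the log2 ratio was taken with a prior of 1 CPM; list medians were compared with 10000 random lists matched on mean expression in 20 bins, among genes with at least 10 summed counts. Proliferation was read from 16 genes (Mki67, Top2a and others). A V segment was assigned by at least 5 reads. For chromatin, barcodes with at least 1000 fragments were used, and insertions per kb in a region were divided by those 5 to 10 kb away and compared with 1000 sets of random regions of the same lengths. The tests, gene lists and most alternatives were chosen before the data were examined; those added later are named in the closing section.

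The genes named in the text are those that the paper's text names, the genes at the 5 hypo-methylated and the 5 hyper-methylated regions with the lowest q-values, and the 5 genes with the largest rise and the 5 with the largest fall in the SmartSeq2 sums, among genes with at least 500 summed counts and reads in at least 20% of the cells of a group. Values of genes in the paper's own tables had been seen before this rule was written. Genes outside this rule that are named with a small count or a list were chosen after their values were seen. The text names a part of the genes under this rule, and among the others 1 gene is not reported here. Cells of other types were looked for with hepatocyte (Alb, Apoa1, Ttr, Serpina1a), B cell (Cd79a, Cd79b, Ms4a1), macrophage (Lyz2, C1qa, Csf1r) and NK and T cell markers (Cd3e, Trac, Nkg7, Ncr1).

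The procedures were tested on simulated data. With the mark of a hypo-methylated body shuffled among genes of like length, 7.5% of 200 unchanged lists of 160 genes lay outside the central 95% of the random lists. Of lists with 16 planted genes, 100% lay above it. The shuffling undoes the sharing of regions by neighbouring genes, which this simulation therefore does not test. A first form of this simulation, in which regions rise steeply with gene length, left 11.0% of unchanged lists outside with 10 length bins and 5.0% with 50 bins; the real lists were therefore also compared with 50 bins, and their result was the same. For expression, 4.25% of 400 unchanged lists lay outside (10.0% of 100 lists in a first form with fewer lists), and a list of 200 changed genes among 15052 gave a median log2 ratio of 1.88 for a simulated 2.0. These sums were drawn as independent Poisson counts per gene, without the spread between cells. They therefore do not show how often unchanged lists would lie outside in the real sums. For chromatin, simulated regions without excess gave a ratio of 0.993 and regions with a planted excess 3.86 (4-fold planted).

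Alternatives were tried for the q-value, the number of CpGs, the size of the difference, the overlap, the promoter, the distance to the TSS, the pairing rule, the gene classes, the matching of random lists, the cells used, the scaling (edgeR 4.0.16 TMM factors of 0.996 and 1.00), the prior, the filter on counts, the depth per cell (thinned to 100000 counts), the number of reads per V segment, the fragments per barcode and the flank. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, R 4.3.3, and matplotlib 3.10.9 for the figures.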

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

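Tests chosen only after the result was seen were those of bisulfite conversion, of the sex of the groups on chromosome Y and of the depth of proliferating cells; the others were fixed before their result was seen.

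Cytosines in CHG and CHH context lie in the site table and are not reported on in the paper. Their methylation was higher in treated than in untreated mice in 66.1% of 2831 DMRs with at least 20 such sites (medians of 1.75% against 1.56%), a difference between groups outside the sites the paper discusses. The share was 75.4% in hyper-methylated and 62.0% in hypo-methylated DMRs. Incomplete bisulfite conversion in the treated sample would raise these sites everywhere, and the median region rose on 21 of 21 chromosomes. On X and Y this count is weak: X rose by 0.06 points (-0.21 to 0.09), while over all its sites the mean was lower in treated mice (2.02% against 2.18%), and Y rests on 2 regions (-0.47 to 8.21). With 1 sample per group, no unmethylated spike-in and no conversion rates in the tables used here, conversion and a biological rise cannot be told apart. The rise was larger in hyper- than in hypo-methylated regions, by 0.216 points (0.165 to 0.253; medians of 0.346 and 0.130, resampling regions). Uneven conversion between regions may account for it and cannot be told apart from a biological rise. Strain variants that turn a reference CHG or CHH site into a CpG were tested by leaving out the 931 sites above 20% in a group: the difference stayed at 0.170 (0.125 to 0.223), which argues against such variants as the whole cause.

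The table holds 4 DMRs on chromosome Y (2587137–2587701 and 29429591–29429998, hyper-methylated; 58551120–58551386 and 90829081–90829305, hypo-methylated). The paper states female mice for the untreated group and no sex for the treated group, and no DMR is expected on a chromosome that females lack. Groups of different sex would fill chromosome X with DMRs because of X inactivation, but X holds 0.175 DMRs per Mb as compared to 1.15 on autosomes, which argues against it. Reads from copies on other chromosomes were tested by searching the 50-base stretches of each region: in 3 of the 4 regions most stretches occur exactly on another chromosome (8 of 11, 7 of 8 and 4 of 5), and such reads are a candidate source of these 3. In the remaining region, 90829081–90829305, 1 of 4 stretches occurs on X, and copied reads cannot be told apart from another origin because so few stretches decide. No biological explanation was tested.

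Lyz2, a macrophage gene that the paper does not discuss, had 251634 counts (1688 CPM) in treated cells and 0 in untreated cells, a signal in genes the paper did not analyse. It lay in 11 of the 251 treated cells, all in cluster 2. Of the 10 cells with at least 100 Lyz2 counts, 8 held reads of C1qa or Csf1r (62.8 and 41.9 CPM in the treated sum), and 0 held Cd3e or Trac, as compared to 229 of the 241 other treated cells (95.0%). This suggests macrophages among the sorted cells as a candidate source. Of the 3 macrophage genes, 2 also had reads in 1 untreated cell each. Reads from another well would leave low counts spread over wells, but 2 of the 11 cells were under 1% of the highest cell, which argues against it for the other cells. Whether treatment raises the number of macrophages that come with the sorted cells was not tested. Among the other marker genes, hepatocyte transcripts were seen in treated cells alone (Alb 40.1 CPM in 2 cells, Apoa1 34.5 CPM in 1, Ttr 6.48 CPM in 1, Serpina1a 1.25 CPM in 3), and of the B cell genes Cd79a had reads in 1 untreated cell. The T and NK cell genes Cd3e (335 and 398 CPM), Trac (1043 and 1019 CPM) and Nkg7 (3588 and 3933 CPM) were similar in untreated and treated cells, whereas Ncr1 was at 191 and 759 CPM.

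Proliferation transcripts, which the paper does not report on, were found on at least 4 of the 16 genes in 6 of 251 treated cells and 0 of 273 untreated cells (limit of 1.10%). Deeper cells hold more genes by chance; after thinning each cell to 100000 counts the number was 6 of 248 treated cells, which argues against depth. Cells of another type were tested with the markers: 5 of the 6 cells held Cd3e or Trac and 0 held Lyz2 or Alb, which argues against macrophages and hepatocytes. Cells of the shared clonotypes might be the dividing ones, but 0 of the 3 such cells with a reconstructed TCR lay in a shared clonotype; as 12 of the 99 treated cells of cluster 4 with a TCR do, 3 cells are too few, and both cannot be told apart. Division of some LiNKT cells in treated mice stays open as a biological hypothesis, found and tested on the same cells.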

How the results depend on the processing

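The alternatives chosen only after the data were seen were the pairing by own or any gene body, random lists matched on length and expression or in 50 length bins, the hyper- and hypo-methylated lists within single clusters or without the upregulated genes, random regions of like CpG number, and the upstream promoter for the iNKT-relevant genes.

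Of 226 alternatives over 73 results (22 of them not planned), 166 gave the same direction and side of the threshold, or a value within the counting interval. The test of hypo-methylated gene bodies stayed past the threshold under its 6 alternatives (P from 2.11e-06 to 0.000969), that of intergenic regions under its 5 (1.23e-05 to 0.00573), and that of the iNKT-relevant genes under 3 for gene bodies (0.000471 to 0.00268) and 1 for promoters (0.045). The share of upregulated genes with a hypo-methylated body exceeded the random lists under its 5 alternatives. The 13 iNKT-relevant genes were higher in treated cells in 13 of 13 cases under the 4 alternatives in cells; in the main setting, 43 of the 46 treated Nfia counts lie in 1 cell. Accessibility of DMRs relative to their flanks ranged from 2.59 to 2.87 (hypo-methylated) and from 2.76 to 2.99 (hyper-methylated).

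With a promoter of 2 kb upstream of the TSS only, the exact test of hypo-methylated promoters gave P=0.0612 (range over its alternatives from 0.0019 to 0.0612); 9 in place of 16 genes then have a region, by the construction of the narrower window. The same setting turned the order of the hyper-methylated promoters (exact test, P=1), as did protein-coding genes only (P=1; for gene bodies also P=1). An absolute difference of at least 0.3 turned hyper-methylated gene bodies (exact test, P=0.553), and a window of 100 kb turned intergenic regions (P=0.474). These shares rest on few genes, none of the tests passed the threshold, and the cause was not tested.

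Asking for at least 20 CpGs left 635 hypo- and 441 hyper-methylated DMRs, and a difference of at least 0.3 left 513 hyper-methylated ones, by construction. Gene counts follow the pairing rule: any gene body within 50 kb gave 3133 and 1981 genes for hypo- and hyper-methylated regions, 100 kb gave 2516 and 878, and the upstream promoter 150 and 83. The percentile of the upregulated genes for hyper-methylated bodies was 99.3 without matching, 42.4 among expressed genes and 44.5 with matching on length and expression; the cause was not tested. By the median over sites, 99.1% of DMRs had the direction of the table, and the cause of the difference was not tested.

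In SmartSeq2 cells, the share of treated cells with proliferation transcripts was 0.398% for 8 of 16 genes, 5.32% with all cells of the tables and 17.9% with those of them that had at least 1000 genes and under 10% mitochondrial counts, and the summed log2 ratio was 2.37 and 2.77 with those cells and 2.03 as a mean over cells. The share of Trav11 was 32.3% with at least 1 read. The downregulated genes had a median log2 ratio of 0.00 without a filter on counts and of -0.37 with at least 500 counts (percentile 6.71). Genes with hypo-methylated bodies were at -0.10 within cluster 2, where random lists had a median of -0.09 (percentile 48.3), so that the change of sign is no change relative to other genes; genes with hyper-methylated bodies were at -0.42 there (percentile 0.04), and genes with hyper-methylated bodies within cluster 4 were at 0.037 (percentile 14.8). With at least 5000 fragments per barcode, Il21 had 11.7 (gene body), 11.0 (promoter) and 36.2 (DMRs) of every 1000000 insertions. The cause was not tested for any of these. For the 13 iNKT-relevant genes, 21 of 52 log2 values stayed within the counting interval, 31 moved out of it and 0 changed sign (the lowest was 0.06 for Nfia; for genes at 0 in untreated cells the size depends on the prior of 1 CPM), and 24 of 26 shares of cells stayed within it after thinning; the shares of treated cells with Maf (29.5% to 23.4%) and Ctla4 (6.37% to 3.63%) moved.

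Depth limits what can be seen in cells: a count of 0 in the 273 untreated cells leaves room for 1.10% of them, and 7 of the 31 treated cells left out had under 100000 counts. As a group those left out were not shallow, with medians of 657267 counts and 1528 genes against 599896 and 850 in the treated cells used. A minimum of reads per cytosine and leaving out replicates were not run because the tables hold neither. No paired analysis was possible because each group used here holds 1 sample; the replicate numbers that labels share belong to bulk ATAC-seq samples, whose data were not used here.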

Differences from the paper's values

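The pairing by own body or the body of any gene within 50 kb of the TSS was tested only after the values were seen, as was the upstream promoter for the iNKT-relevant genes.

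Gene counts. For hypo-methylated gene bodies the paper gives 3701 genes and the count here is 1072; with the body of any gene within 50 kb it is 3133, which is within 1.5 times of the paper's. For hyper-methylated bodies the paper gives 2334 and the count here is 657, or 1981 with that rule.

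Hypo-methylated regions in the lists. In gene bodies, the paper has 55 upregulated genes and here there are 29; among the alternatives set before the data were examined, the body of any gene within 50 kb (51) comes within 1.5 times, while q of at most 0.01 (28), a difference of at least 0.3 (23), most of the DMR inside (28) and protein-coding genes (25) do not. For downregulated genes the paper has 6 and here there is 1; any gene body gives 4, and the others give 1. Own or any gene body, chosen after seeing the values, gives 52 and 5; in the part of Datasheet 11 available here it drops 0 of the paper's 19 upregulated genes and 1 of its 2 downregulated genes (Cxadr). In intergenic regions the paper has 5 downregulated genes and here there are 3; 100 kb gives 5, and the other alternatives 3. The same 100 kb moves the upregulated genes, which are 33 in the paper and 33 here, to 50, so that it closes one gap and opens another. In promoters the paper has 10 upregulated genes and here there are 16; q of at most 0.01 (15), a difference of at least 0.3 (11), most of the DMR inside (15), protein-coding genes (13) and the upstream promoter (9) all come within 1.5 times.

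For the 13 iNKT-relevant upregulated genes, the paper has 4 with a hypo-methylated promoter and here there are 7; the upstream promoter, chosen after seeing the values, gives 4 and drops 0 of the paper's 4 genes. A hypo-methylated gene body or promoter is given by the paper for 56 upregulated genes and found here for 31; both places are given for 9 and found here for 14. No alternative was set for these combined counts.

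Hyper-methylated regions in the lists. In gene bodies, the paper has 12 upregulated genes and here there are 6 (any gene body 9; q of at most 0.01 gives 4, a difference of at least 0.3 gives 3, most of the DMR inside 6 and protein-coding genes 6, which all differ), and 8 downregulated genes in the paper against 3 here (any gene body 7; the others 2, 0, 3 and 3). Own or any gene body, chosen after seeing the values, gives 9 and 8 and drops 3 of the paper's 9 upregulated (Cdh23, Dnase1l3 and Fam20a) and 0 of its 5 downregulated genes in the available part of Datasheet 11. In intergenic regions, the paper has 5 upregulated genes and here there are 3; most of the DMR inside (4) and 100 kb (5) come within 1.5 times, and q of at most 0.01 (3), a difference of at least 0.3 (3) and protein-coding genes (1) do not. The paper has 2 downregulated genes there and here there are 0; 100 kb gives 4, the others 0, and all differ. In promoters the paper has 0 upregulated genes and here there are 2; a difference of at least 0.3 gives 0, while q of at most 0.01 (1), most of the DMR inside (2), protein-coding genes (2) and the upstream promoter (1) differ. It has 0 downregulated genes there and here there is 1; a difference of at least 0.3 and the upstream promoter give 0, and the others 1.

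Here 6 treated cells of cluster 4 carried transcripts of at least 4 proliferation genes, and no untreated or cluster 5 cell did. The paper concludes that LiNKT and LiNKTR1 cells do not proliferate before or during the re-programming, or not to a significant extent (discussion). It names TRBV13-2, TRBV13-1 and TRBV1 as the main TCRβ elements; in the recount TRBV29 came second (65 chains) after TRBV13-2 (201), and TRBV13-3 (19) came before TRBV1 (18). It counts Il4 among the genes with a hypo-methylated body; by own body there was none, and the region in Rad50 is paired with Il4 by any gene body and by own or any gene body (the last chosen after seeing the values). Any gene body in turn leaves out Nfia. Among the other iNKT-relevant genes, it does not list Tbx21 as having a hypo-methylated promoter; here Tbx21 has 1 such region by the rule of 2 kb on either side. The paper lists Ldhd as downregulated; in the SmartSeq2 sums, which are other samples than those behind the paper's lists, it was at 0 in untreated and 10.3 CPM in treated cells, all in 1 cell. In the same sums, the 13 upregulated iNKT-relevant genes were higher in treated cells in 13 of 13 cases, with Nfia resting on 1 cell. Where it treats H3K4me3, the paper counts 3 iNKT-relevant genes as downregulated. Among hypo-methylated gene bodies it names more such genes as downregulated by treatment, where the word may mean not upregulated. Of these, Irf4 (4.43 to 15.3 CPM, in 3 untreated and 7 treated cells), Tox (9.91 to 43.6 CPM), Nfil3 (83.5 to 165 CPM), Prdm1 (67.0 to 111 CPM), Zbtb16 (45.7 to 71.9 CPM), Ifng (136 to 192 CPM) and Cd44 (167 to 201 CPM) were higher in treated cells, and Ccr9 (22.3 to 0 CPM), Tbx21 (463 to 432 CPM) and Zfp683 (36.2 to 33.8 CPM) were lower. For Zbtb16 the paper also states in its discussion that LiNKT cells upregulate the product, PLZF, and the rise here has that direction. It states that Gata3 did not increase, and here it was at 44.3 CPM in untreated and 58.7 CPM in treated cells. With at least 1000 genes per cell, Tox, Cd44 and Gata3 were lower and Tbx21 was higher in treated cells. The samples are not those behind the paper's statement, and the cause was not tested.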

Other observations

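Tests chosen only after the result was seen were those of gene length, expression level and the mix of clusters for the upregulated genes, and of the upregulated genes alone in the expression lists; the others were fixed before their result was seen.

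The expression of the 13 upregulated iNKT-relevant genes was read in the SmartSeq2 cells, which are other mice than those of the bisulfite sequencing. All 13 had higher sums in treated cells. No untreated cell had reads of Lag3 (697 CPM and 22.3% of treated cells), Il10 (383 CPM, 12.7%), Il21 (97.5 CPM, 10.4%), Tnfrsf4 (172 CPM, 6.37%), Ctla4 (4.62 CPM, 6.37%) or Vdr (68.9 CPM, 4.38%). No fold is given for these, since 0 of 273 cells leaves room for 1.10% of the untreated cells, each of which could hold many reads. The others rose from 34.8 to 794 CPM (Pdcd1), 4.94 to 342 CPM (Tigit), 17.5 to 416 CPM (Izumo1r), 28.1 to 292 CPM (Itga4), 28.6 to 123 CPM (Maf), 31.6 to 72.4 CPM (Il4) and 0.0406 to 0.309 CPM (Nfia, in 3 untreated and 4 treated cells). Of the 46 treated Nfia counts, 43 lay in 1 cell of cluster 5, as compared to 7 counts in untreated cells, so that the direction of Nfia rests on 1 cell. Few cells carried these reads: of the treated cells, 29.5% had Maf and 22.7% Itga4, and Il4 was in 9.16% of untreated and 9.96% of treated cells. Among 898 genes with enough counts and cells, the largest rises were those of Lag3 (no reads in untreated cells, so that its rank rests on the prior of 1 CPM) and, as log2 ratios, Gzma (4.77), Itga4 (3.33), Klra9 (2.89; reads of this gene can be shared with its paralogs) and Vsir (2.73), and the largest falls those of Gramd3 (-2.45), Egr1 (-2.24), Lyst (-2.10), Tuba4a (-1.96) and Sit1 (-1.77).

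As lists, the paper's upregulated genes had a median log2 ratio of 2.63 in these sums (124 genes, 108 above 0; random lists of like expression from -0.17 to 0.27) and the downregulated genes one of -0.34 (47 genes, 17 above 0; percentile 0.3). With genes at 0 in a group at a bound of 3 counts, which allows for reads and not for cells, the medians were 4.66 and -0.99.

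That upregulated genes carry hypo-methylated bodies more often than downregulated genes was tested against technical explanations. Gene length would bring random lists of like length up to the observed share, but their highest share was 8.75% against 18.1%. Expression level would do so for lists matched on length and expression, but their highest share was 12.9% against 21.8%. Regions shared by neighbouring genes would count the same region several times; the 29 genes fall into 26 groups that share no region (Gm12534, Gm43822 and Il21 share 1, as do Gm13703 and Gpr155), which is too few to account for the difference. A change in the mix of cell clusters stays open: 24.3% of treated and 83.5% of untreated SmartSeq2 cells are in cluster 2, and the methylation tables do not separate clusters, so that a loss of methylation within cells cannot be told apart from a change in which cells were there.

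Genes with a hypo-methylated body had a median log2 ratio of 0.24 in the SmartSeq2 sums (808 genes, 474 above 0; random lists from -0.04 to 0.08), or 0.25 with genes at their bound, and genes with a hyper-methylated body one of -0.09 (512 genes, 238 above 0; percentile 0.63, with the same value at the bound). With the treated cells of cluster 5 alone against all untreated cells, an alternative chosen after seeing the data, hypo-methylated bodies were at 0.00 (random lists from -0.23 to -0.03; percentile 99.98) and hyper-methylated bodies at -0.79 (-0.41 to -0.07; percentile 0), the largest departure of the latter from its random lists. The paper's upregulated genes alone are not the whole cause, since without them the median was 0.21 (random lists up to 0.08). A change in the mix of cell clusters could produce the shift: within cluster 4 the median was 0.13 (random lists up to 0.11) and within cluster 2 it was -0.10, which lies within the random lists there (median of -0.09, -0.20 to -0.02; percentile 48.3). Of the 61 treated cells of cluster 2, 11 are those with Lyz2 reads, and they were not left out. The share of the shift that the mix accounts for was not measured, so that a change within cells cannot be told apart from a change of the mix.

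In the pooled chromatin fragments, DMRs were more accessible than their flanks. The median ratio was 2.70 at hypo-methylated DMRs (1000 sets of random regions from 0.694 to 0.778, none as high) and 2.91 at hyper-methylated DMRs (0.670 to 0.797, none as high). CpG content was tested as a technical explanation with random regions of like CpG number, which had ratios of 0.744 and 0.780, and this argues against it. With at least 5000 fragments per barcode the ratios were 2.72 and 2.84, and over all alternatives, including the flank and the q-value, they were 2.59 to 2.87 and 2.76 to 2.99. More accessible chromatin where methylation changes stays a hypothesis, found and tested on the same pooled fragments. By barcode ending, whose group is unknown, the ratios at hypo- and hyper-methylated DMRs were 1.05 and 3.45 for ending 1, and 3.96 and 2.13 for ending 2.

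Of the paper's promoter genes in Datasheet 10, 157 of 237 hypo-methylated (66.2%) and 75 of 135 hyper-methylated ones (55.6%) have such a promoter by the rule used here.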
